# Lack of whey acidic protein (WAP) four-disulfide core domain protease inhibitor 2 (WFDC2) causes neonatal death from respiratory failure in mice

**DOI:** 10.1242/dmm.040139

**Published:** 2019-11-12

**Authors:** Kuniko Nakajima, Michio Ono, Uroš Radović, Selma Dizdarević, Shin-ichi Tomizawa, Kazushige Kuroha, Go Nagamatsu, Ikue Hoshi, Risa Matsunaga, Takayuki Shirakawa, Takeyuki Kurosawa, Yasunari Miyazaki, Masahide Seki, Yutaka Suzuki, Haruhiko Koseki, Masataka Nakamura, Toshio Suda, Kazuyuki Ohbo

**Keywords:** Cilia, Surfactant, Atelectasis, Respiratory disease

## Abstract

Respiratory failure is a life-threatening problem for pre-term and term infants, yet many causes remain unknown. Here, we present evidence that whey acidic protein (WAP) four-disulfide core domain protease inhibitor 2 (Wfdc2), a protease inhibitor previously unrecognized in respiratory disease, may be a causal factor in infant respiratory failure. *Wfdc2* transcripts are detected in the embryonic lung and analysis of a *Wfdc2-GFP* knock-in mouse line shows that both basal and club cells, and type II alveolar epithelial cells (AECIIs), express *Wfdc2* neonatally. *Wfdc2*-null-mutant mice display progressive atelectasis after birth with a lethal phenotype. Mutant lungs have multiple defects, including impaired cilia and the absence of mature club cells from the tracheo-bronchial airways, and malformed lamellar bodies in AECIIs. RNA sequencing shows significant activation of a pro-inflammatory pathway, but with low-quantity infiltration of mononuclear cells in the lung. These data demonstrate that *Wfdc2* function is vitally important for lung aeration at birth and that gene deficiency likely causes failure of the lung mucosal barrier.

## Abstract (precis)

**Summary:** Wfdc2 is vitally important in preventing atelectasis and dysfunction of barrier mechanisms such as mucociliary clearance, intercellular junction formation and anti-inflammatory activity.

## INTRODUCTION

During the transition from fetal to neonatal life, the cardio-respiratory system undergoes a drastic and sudden change: placental circulation switches to a pulmonary circulation and the respiratory system goes from being fluid filled to air filled. Malfunctions of this switch can cause respiratory failure (Reuter et al., 2014), in particular in premature infants in whom the immature lung tissues have produced inadequate mucosal fluid (Reuter et al., 2014). The components of this fluid are produced by respiratory epithelial cells. There are at least eight different types of these cells, which form the primary barrier between air and lung tissue (Hogan et al., 2014; Montoro et al., 2018; Plasschaert et al., 2018; Rock and Hogan, 2011; Treutlein et al., 2014). In the airways, the epithelium consists of basal stem cells, and ciliated, club, goblet and neuroendocrine cells, as well as other rare cell types, including newly described ionocytes (Montoro et al., 2018; Plasschaert et al., 2018). The goblet and club cells secrete mucins and glycoproteins that have bactericidal and anti-inflammatory functions; the ciliated cells move the mucus and entrap particles out of the lungs; and the ionocytes, which highly express cystic fibrosis transmembrane conductance regulator (CFTR), likely play a role in regulating fluid secretion (Montoro et al., 2018; Plasschaert et al., 2018). In the alveolar region, the type II epithelial cells (AECIIs) produce important surfactants that consist of lipids [e.g. phosphatidylcholine (PC), phosphatidylglycerol (PG)] and proteins (e.g. SP-A, -B, -C, -D), which are stored in specialized organelles known as lamellar bodies (Chakraborty and Kotecha, 2013; Lopez-Rodriguez and Pérez-Gil, 2014; Olmeda et al., 2017; Pérez-Gil, 2008; Rooney et al., 1994; Whitsett and Alenghat, 2015). Surfactants form thin films that reduce surface tension, open up the alveolar space, and are critical for both preventing collapse of the airways (atelectasis) and for contributing to the host defense strategy (Chakraborty and Kotecha, 2013; Rooney et al., 1994; Whitsett and Alenghat, 2015; Whitsett et al., 2010).

In addition to mucins and surfactants, the epithelial cells of the lung secrete numerous proteases and protease inhibitors – such as serine proteases, matrix metalloproteinases (MMPs), serine protease inhibitors and tissue inhibitor of metalloproteinases (TIMPs) – that together form the protease/protease-inhibitor web (Löffek et al., 2011; Abboud, 2012; Meyer and Jaspers, 2015). These proteases and protease inhibitors are deeply involved in the pathophysiology of neonatal respiratory distress syndrome (RDS) as well as other lung diseases such as emphysema, cystic fibrosis, infection and pulmonary fibrosis (Meyer and Jaspers, 2015; Taggart et al., 2017). RDS is mainly caused by pulmonary surfactant deficiency in premature infants, and the lungs of RDS patients are diffusely atelectatic (Bhandari, 2014; Reuter et al., 2014). A subpopulation of RDS infants who show limited responses to surfactant may go on to develop chronic neonatal lung injury known as bronchopulmonary dysplasia (BPD), which involves failure of alveogenesis and vasculogenesis, and the risk of developing long-term morbidities (Bhandari, 2014; Dumpa and Bhandari, 2018). Inflammation is a cornerstone in the transition from RDS to BPD (Bhandari, 2014); its causes include hyperoxia and mechanical stress from ventilation, but proteases such as neutrophil elastase (NE) have also been shown to play crucial roles in the induction of IL-1α and TNFβ (Bhandari, 2014). However, the failure of α-antitrypsin therapy trials in human infants implies that other proteases and/or protease inhibitors may participate in the pathogenesis of both RDS and BPD, although a possibility remains that drug delivery efficiency to the affected areas might need to be improved (Beam et al., 2014).

One of the serine protease inhibitor families predicted to function in the innate immune system in the lung is the evolutionarily conserved group of whey acidic protein (WAP) four-disulfide core (FDC) proteins (WFDC protein family; Bingle and Vyakarnam, 2008). The WFDC signature – eight conserved cysteine residues linked by four disulfide bonds – is often found in antimicrobial and antifungal molecules (Jia et al., 2017; Scaletta et al., 2017), and inhibits protease activity (Bingle and Vyakarnam, 2008). Among the 14 WFDC mammalian genes (at least), many map to a cluster on chromosome 20q12-13 in humans (e.g. *SLPI*, *EPPIN* and *WFDC2*) or chromosome 2 in mice (Clauss et al., 2005; Bingle and Vyakarnam, 2008). This genomic region is amplified in many epithelial cancers, including breast, colon, lung, ovarian, pancreatic and stomach (Liu et al., 2013; O'Neal et al., 2013). In patients with serous and endometrioid epithelial ovarian carcinomas, a high serum WFDC2 level has been reported, and affords a good diagnostic and prognostic marker (Drapkin et al., 2005; Jia et al., 2017; Scaletta et al., 2017). Supporting the idea that the protein not only marks cancer cells but promotes cancerous growth, overexpression of *WFDC2* reportedly induces the proliferation and invasion of human ovarian cancer cells (Moore et al., 2014; Zhu et al., 2013). Similarly, in the respiratory system, the majority of adenocarcinomas and a percentage of squamous, small cell, and large cell carcinomas express high levels of WFDC2 protein, a marker again linked to a poor prognosis (Yamashita et al., 2012; Zhong et al., 2017). In a kidney fibrosis model, Wfdc2 reportedly suppresses the activity of serine proteases and metalloproteases (LeBleu et al., 2013). However, the physiological roles of Wfdc2 are just beginning to be revealed.

We show here that deleting *Wfdc2* in mice causes perinatal death due to respiratory failure soon after birth. *Wfdc2*-deficient neonatal mice have lung atelectasis of variable magnitude and at various locations. Our findings suggest that this phenotype is likely caused by damage to cilia, elimination of mature club cells in the tracheobronchial region and impairment of the processing of surfactants in AECIIs. Although histological analyses show low-quantity infiltration of mononuclear cells, RNA sequencing (RNA-seq) of lung samples showed significantly upregulated inflammatory networks, in postnatal but not in embryonic stages. Taken together, these results suggest that, *in* *vivo*, Wfdc2 plays critical roles in multiple aspects of lung function: it not only promotes mucociliary clearance but also confers anti-inflammatory activity and reduces surface tension. Therefore, Wfdc2 dysfunction may be a key factor in driving infant respiratory failure.

## RESULTS

### Expression of *Wfdc2* during development, and lung atelectasis and perinatal death in *Wfdc2* homozygous-null mutants

We initially measured *Wfdc2* RNA levels in the developing mouse lung at embryonic day (E)11.5, E14.5, E18.5 and postnatal day (P)1.5. Transcripts were already expressed at E11.5 and were strongly upregulated at P1.5 (Fig. 1A). Analysis of lungs 6-8 h after caesarean section at E18.5 revealed that mRNA expression rose significantly after respiration began (Fig. 1A). To track the lung epithelial cells that produce WFDC2, we generated knock-in mouse lines driving either *GFP* or *lacZ* from the *Wfdc2* locus (Fig. S1A-D). In agreement with the mRNA expression data, *Wfdc2-GFP* embryos showed signal from E14.5 (the pseudoglandular stage) in the proximal region of the bronchial tubes. The GFP-positive cells were located in the mesial part of the Sox2-positive proximal region (Fig. 1B), and few, if any, were seen in the distal, Sox9-positive, region (Fig. 1C).

**Fig. 1.**
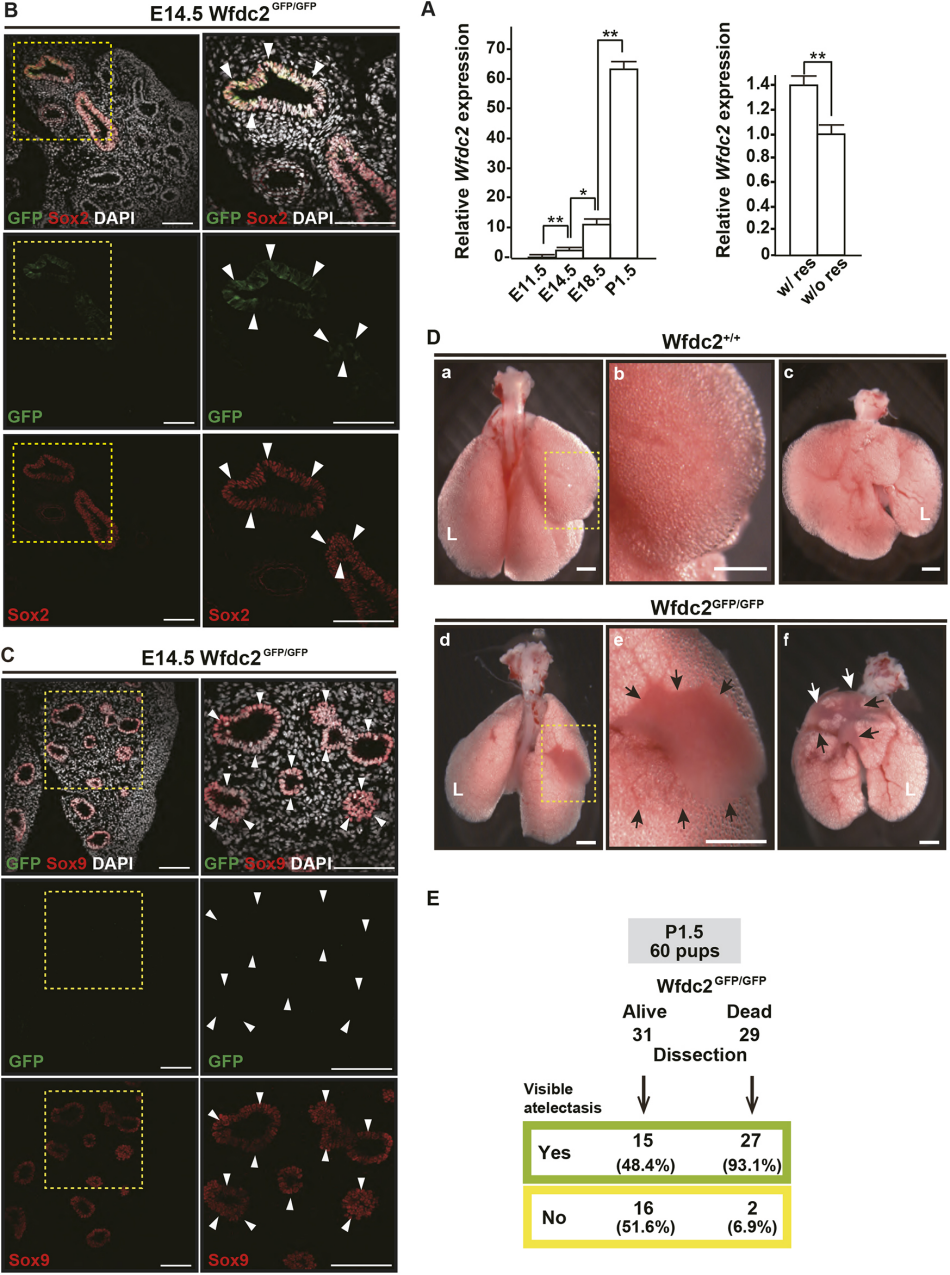
**Wfdc2 expression is detectable in the mouse proximal lung epithelium before birth and expression is upregulated after birth.** (A, left) Relative mRNA expression of *Wfdc2* during development. Data are shown as mean±s.e.m. (stages E11.5, *n*=4; E14.5-P1.5, *n*=2; *P<0.05; **P<0.01). (A, right) Induction of *Wfdc2* mRNA expression after cesarean section (CS), 1 day before due delivery. E18.5 embryos were obtained from pregnant mice by CS, resuscitated and processed for experimental samples 6-8 h after the CS (w/ res). As a control, other pregnant mice were sacrificed at the same point in time as the resuscitated fetus collection (w/o res). Data are shown as mean±s.e.m. (*n*=7 mice; **P<0.05). (B) Confocal images of the proximal region of a *Wfdc2*^GFP/GFP^ E14.5 lung. Yellow dotted boxes are enlarged in the right panel. Note that only the mesial parts (arrowheads) of the Sox2-positive region (red) express GFP (green). Nuclear DNA (DAPI) is shown in white. Scale bars: 100 µm. (C) Confocal images of the distal region of a *Wfdc2*^GFP/GFP^ E14.5 lung. The areas boxed by yellow dotted lines are enlarged in the right panels. There was no GFP (green) expression in Sox9-positive (red) regions (arrowheads). Nuclear DNA (DAPI) is shown in white. Scale bars: 100 µm. (D) Fresh lung specimens. (a,b,d,e) Dorsal view. (c,f) Frontal view. Both black and white arrows in e and f indicate areas affected by atelectasis. Boxed areas in panels a and d are enlarged in b and e, respectively. *Wfdc2*^+/+^ mice: a-c. *Wfdc2*^GFP/GFP^ mice: d-f. L, left lobe. Scale bars: 1 mm. (E) *Wfdc2*^GFP/GFP^ mice with atelectasis reveal high mortality. Out of 60 *Wfdc2-*deficient mice, 31 pups were alive and 29 pups died at between P0.5 and P1.5. Fifteen out of 31 live knockout mice showed atelectasis. However, 27 out of 29 dead pups displayed macroscopic atelectasis.

Mice heterozygous for the GFP knock-in allele (*Wfdc2*^GFP/+^) were indistinguishable in lifespan and phenotype from wild-type littermates (Table 1). By contrast, the frequency of *Wfdc2*^GFP/GFP^ mice followed Mendel's laws until birth, but thereafter declined, and none survived post-weaning (Table 1). *Wfdc2*^GFP/GFP^ neonatal mice became cyanotic immediately after delivery (Movie 1), and all died within 10 days (Table 2), suggesting the cause of death was either heart failure or respiratory failure. Hearts from *Wfdc2*^GFP/GFP^ mice did not show any abnormality in volume or structure (Fig. S1E). *Wfdc2*^GFP/GFP^ lungs also did not show any abnormalities until birth (Fig. S1F). However, at P1.5, apparently collapsed regions could be detected (Fig. 1D), and this was confirmed by examining histological sections (Fig. S1G). The atelectasis was progressive (Fig. S1H). Among the 29 *Wfdc2-*deficient mice that died between P0.5 and P1.5, 93.1% had macroscopic atelectasis (Fig. 1E). By contrast, of the 31 surviving *Wfdc2*-deficient mice, only 48.3% had atelectasis (Fig. 1E). These results suggest that Wfdc2 is indispensable for functioning of the respiratory system after birth.

**Table 1.**
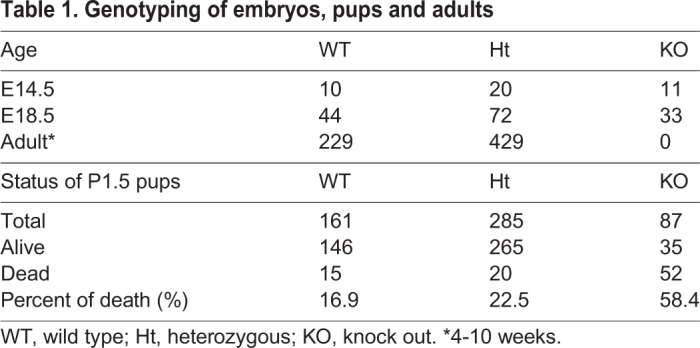
**Genotyping of embryos, pups and adults**

**Table 2.**
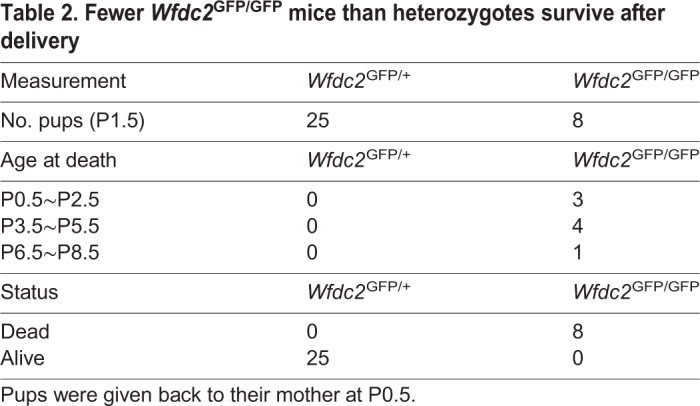
**Fewer *Wfdc2*^GFP/GFP^ mice than heterozygotes survive after delivery**

### Differentiation of Scgb1a1-positive club cells in the tracheobronchial region is impaired in *Wfdc2*-deficient mice

To examine Wfdc2 expression at the cellular level, we tracked GFP expression in *Wfdc2*^GFP/+^ mice. This showed that a subset of basal [positive for keratin 5 (KRT5^pos^)] and club (Scgb1a1^pos^) cells express GFP (Fig. 2A,C). To adjust the *GFP* gene dosage between knock-out and heterozygous mice, *Wfdc2*^GFP/LacZ^ mice were established and used instead of *Wfdc2*^GFP/GFP^ mice. In both *Wfdc2*^GFP/+^ and *Wfdc2*^GFP/LacZ^ mice, a subpopulation of basal cells positive for KRT5 were positive for GFP (Fig. 2A,B), and GFP^pos^/KRT5^pos^ basal cells in *Wfdc2*^GFP/LacZ^ mice were fewer than those in *Wfdc2*^GFP/+^ mice (Fig. 2B).

**Fig. 2.**
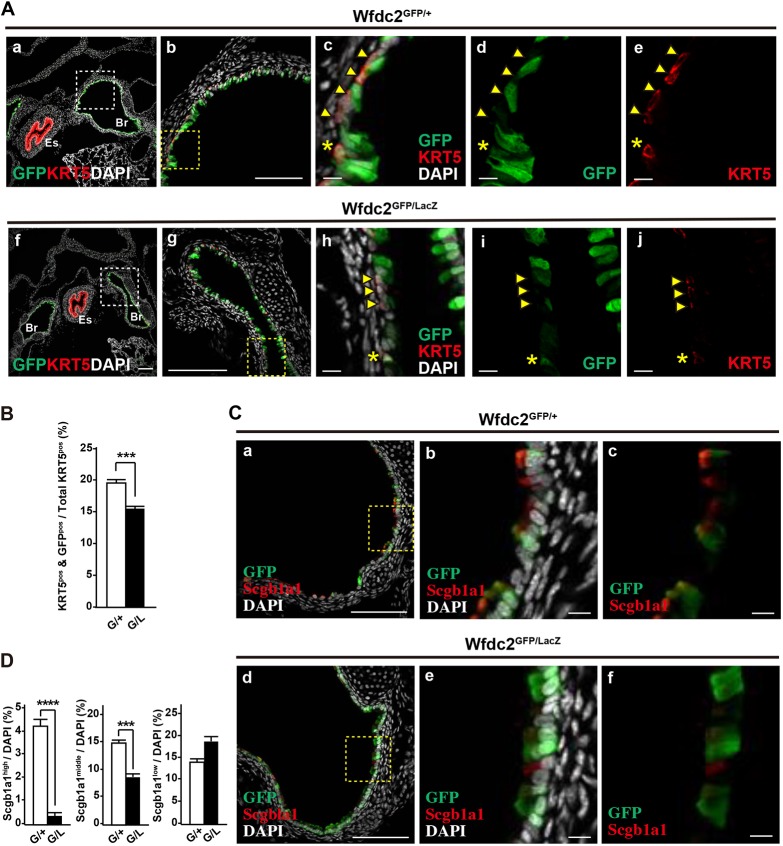
**Wfdc2 deficiency impairs differentiation of secretory cells.** (A) Representative confocal images of GFP^pos^ (green) and KRT5^pos^ (red) cells in the P1.5 bronchus. White dotted boxes in panels a and f are enlarged in b and g, respectively. Yellow dotted boxes in panels b and g are enlarged in c-e and h-j, respectively. Arrowheads indicate KRT5^pos^/GFP^neg^ basal cells. Asterisks indicate KRT5^pos^/GFP^pos^ basal cells. Nuclear DNA (DAPI) is shown in white. Es, esophagus; Br, main bronchus. Scale bars: 100 µm (a,b,f,g); 10 µm (c-e,h-j). (B) Quantification of GFP^pos^/KRT5^pos^ double-positive cells among total KRT5^pos^ cells in littermates of *Wfdc2*^GFP/+^ (G/+) and *Wfdc2*^GFP/LacZ^ (G/L). Data are shown as mean±s.e.m. (*n*=3 mice; ***P<0.005). *P*-values were calculated as compared with controls. (C) Representative confocal images of GFP^pos^ (green) and Scgb1a1^pos^ (red) cells in the P1.5 bronchus. Nuclear DNA (DAPI) is shown in white. Scale bars: 100 µm (a,d); 10 µm (b,c,e,f). (D) Quantification of Scgb1a1^high^, Scgb1a1^middle^ and Scgb1a1^low^ cells among total (DAPI^pos^) cells in control *Wfdc2*^GFP/+^ (G/+) and *Wfdc2*^GFP/LacZ^ (G/L) mice. Representative examples of Scgb1a1^high^, Scgb1a1^middle^ and Scgb1a1^low^ cells are shown in Fig. S2C. Fewer secretory cells expressed high to middle levels of Scgb1a1 in *Wfdc2*^GFP/LacZ^ mice. Data are shown as mean±s.e.m. (*n*=3 mice; ***P<0.005, ****P<0.001). *P-*values were calculated as compared with littermate controls.

At P1.5, Scgb1a1 expression levels in *Wfdc2*^GFP/+^ mice varied significantly, ranging from low to high (Fig. S2A). Histological analysis of *Wfdc2*^GFP/LacZ^ lungs showed far fewer Scgb1a1^high^ cells than wild type (Fig. 2C, Fig. S2B). When we graded Scgb1a1-positive cells into three categories – low, middle and high (Fig. S2C) – *Wfdc2*^GFP/LacZ^ mice contained fewer Scgb1a1^high^ and Scgb1a1^middle^ cells (Fig. 2D), suggesting that club cells in the homozygous mutants fail to terminally differentiate. Interestingly, the phenotype was only evident at the large airways of the trachea and primary bronchi, whereas, in the intralobular airways, Scgb1a1 expression was normal (Fig. S2D).

### Cilia formation is impaired in *Wfdc2*-deficient mice

To explore the cause of the atelectasis, ciliated epithelial cells were visualized by staining for acetylated tubulin (Ac-tub) in combination with either Foxj1 or neuronal calcium sensor-1 (NCS-1), which is specifically expressed in ciliated cells (Fig. 3A, Fig. S3A) (Treutlein et al., 2014). The number of NCS-1^pos^ ciliated cells in the tracheobronchial area of *Wfdc2*-deficient mice was similar to control (Fig. 3B). However, the pattern of Ac-tub staining was abnormal (Fig. 3A, Fig. S3A), suggesting that the structure of the cilia was severely altered. This was confirmed by scanning electron microscopy (SEM) at P1.5 (Fig. 3C). In *Wfdc2*^GFP/GFP^ mice, the cilia were consistently shorter than in *Wfdc2*^GFP/+^ mice and their morphology was abnormal (Fig. 3C). This difference was not seen before birth (i.e. at E18.5) (Fig. 3D). Immunohistochemical (IHC) analysis showed that the clustered CGRP^pos^ neuroendocrine cells were clearly GFP negative (Fig. 3E, Fig. S3B), and the quantitative analysis showed no difference in the frequency of these cells between *Wfdc2*^GFP/+^ and *Wfdc2*^GFP/GFP^ mice (Fig. S3B).

**Fig. 3.**
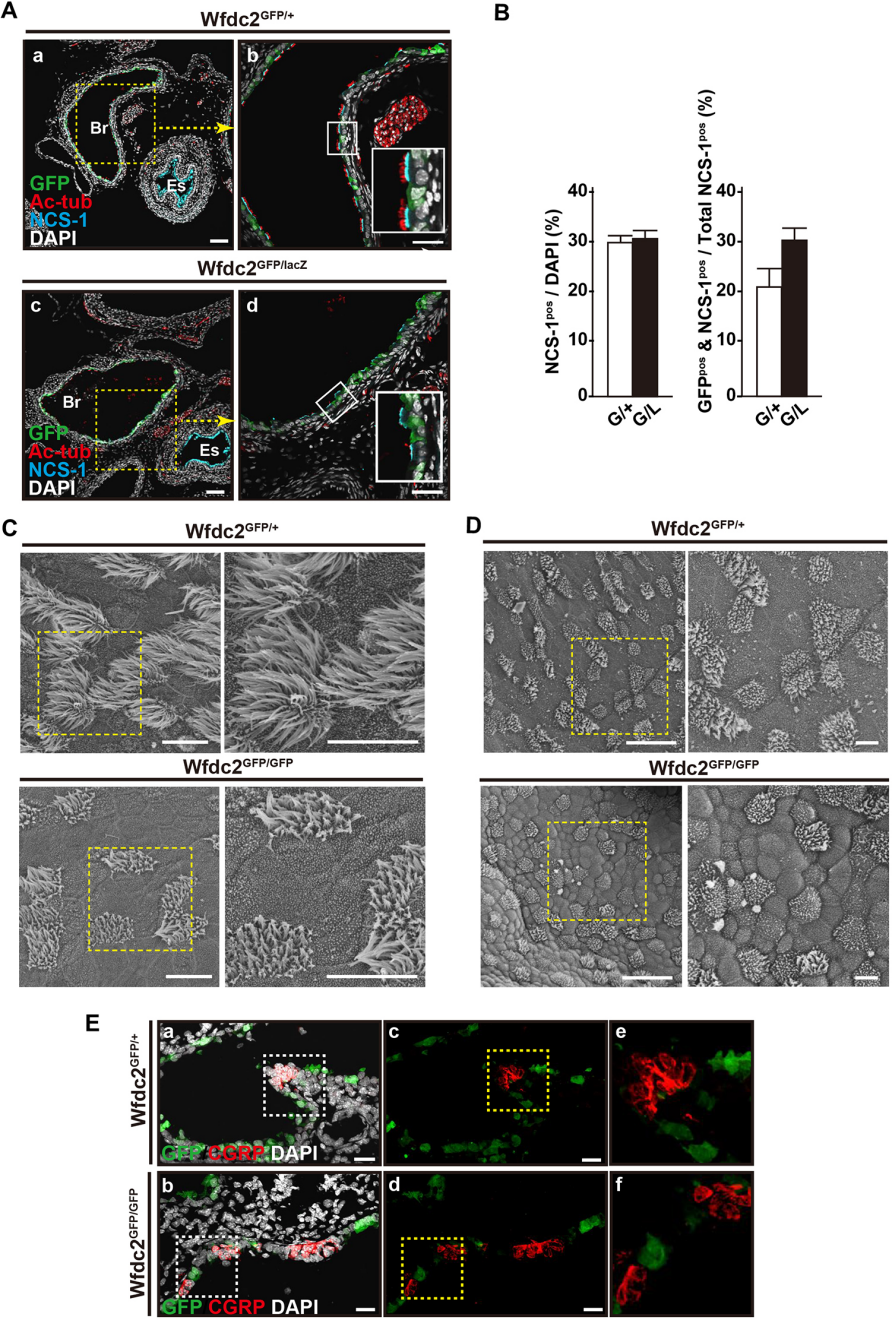
**Wfdc2 deficiency causes cilia abnormalities in proximal conducting airways.** (A) NCS-1^pos^ ciliated cells lacking Wfdc2 show poor cilia formation. Yellow dotted areas in panels a and c are enlarged in b and d, respectively. Enlargements of the white boxed areas in b and d are shown at the bottom right corner of each panel. Note that clusters of acetylated tubulin (Ac-tub)-positive cells are common in *Wfdc2*^GFP/+^ but are rarely seen in *Wfdc2*^GFP/LacZ^ mice. Green, GFP; cyan, NCS-1; red, Ac-tub; white, DAPI; Es, esophagus; Br, main bronchus. Scale bars: 50 µm. (B) The frequency of NCS-1-positive ciliated cells is similar among *Wfdc2*^GFP/+^ (G/+) and *Wfdc2*^GFP/LacZ^ (G/L) mice. (C) SEM analysis reveals shorter and less abundant cilia in the P1.5 main bronchus of *Wfdc2*^GFP/GFP^ mice. Scale bars: 10 µm. (D) SEM analysis reveals that cilia in the main bronchus of *Wfdc2*^GFP/GFP^ mice are comparable to those in *Wfdc2*^GFP/+^ mice at E18.5. Scale bars: 20 µm. (E) CGRP-positive neuroendocrine cells are largely negative for GFP. Green, GFP; red, CGRP; white, DAPI. Scale bars: 20 µm.

### Abnormal lamellar body formation and surfactant processing in *Wfdc2*-deficient lungs

IHC analysis showed low levels of Wfdc2-GFP expression in the alveolar region of the lung (Fig. S4A) in a subfraction of cells positive for ProSP-C and ABCA3, markers of AECIIs (Fig. 4A, Fig. S4B). *Wfdc2*-deficient mice showed a higher frequency of GFP-positive AECIIs (Fig. S4B). By contrast, podoplanin-positive type I alveolar epithelial cells (AECIs) did not express GFP (Fig. 4B). To quantify GFP expression in AECIs, we used Hopx and confirmed the lack of GFP expression in Hopx-positive/ProSP-C-negative AECIs (Fig. S4D) (Yin et al., 2006; Barkauskas et al., 2013). Given that Wfdc2 is expressed in AECIIs, we speculated that the lung collapse and respiratory distress in null mutants is caused by dysfunction of these cells and that this protease inhibitor normally regulates surfactant composition through synthesis and/or recycling of surfactant components. This hypothesis is supported by the following observations. Firstly, transmission electron microscopy (TEM) of *Wfdc2*^GFP/GFP^ mice showed that mutant AECIIs were significantly impaired in the ability to form lamellar bodies at inflated regions (Fig. 4C). 

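Total RNA from lungs of *Wfdc2*+/+ mice and of *Wfdc2* GFP/GFP mice, which carry a GFP cassette in place of part of *Wfdc2* on both alleles, was sequenced before birth at E18.5 and after birth at P1.5. There were 2 libraries in each of the 4 groups, numbered replicate 1 and replicate 2 in every group. The authors trimmed the reads, mapped them to the mouse genome (mm10) with TopHat guided by mRNA coordinates, counted them on genes in SeqMonk and deposited log2 RPKM, the reads of a gene divided by its length and by the total of the library, for 25965 genes. The kilobases in these values are the whole span of each gene, introns included, and a gene without reads was entered as 0.9 read. Because the deposited values step by whole reads, the reads behind them could be recovered, and between 99.86% and 99.97% of the values with reads in each library fell within 0.02 of a whole number. The total by which the authors scaled each library was 34429560 and 31169158 reads for replicates 1 and 2 of E18.5 *Wfdc2*+/+, 37209333 and 29246203 reads for E18.5 *Wfdc2* GFP/GFP, 21714474 and 19457647 reads for P1.5 *Wfdc2*+/+, and 23163504 and 29257002 reads for P1.5 *Wfdc2* GFP/GFP. The mapped reads that the paper gives in Table S4 run from 19682702 to 36158783 per library, and the deposited values use the totals above. The targeted gene was checked before anything else, and *Wfdc2* had between 8038 and 32845 reads in the *Wfdc2*+/+ libraries and between 0 and 12 in the *Wfdc2* GFP/GFP libraries. The log2 RPKM were tested as deposited, without a pseudocount, for the 15627 genes with a mean of at least 0.05 RPKM over the 8 libraries. The test was limma's moderated test with 1 mean per group and a spread shared by all 8 libraries, adjusted by the Benjamini-Hochberg method. An exact two-sided permutation test of 2 libraries against 2 cannot go below p = 0.33, so none is given. A group with 3 reads or fewer in every library was taken to be at the limit of detection, which is 0.0806 to 0.154 RPM in these libraries, and a fold against such a group is given as a lower bound. Beyond the division by the total the values carry no scaling between libraries, and the median log2 RPKM of the genes tested ran from −0.96 in P1.5 *Wfdc2*+/+ replicate 1 to 0.02 in E18.5 *Wfdc2* GFP/GFP replicate 1. Quantile normalization moved the genes of these 2 libraries by a median of 0.39 and −0.31.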

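At P1.5, mRNA for SP-A, from *Sftpa1* (chromosome 14, 41131782 to 41136452, mm10), had a log2 RPKM of 7.82 ± 0.68 (SD, n = 2) in *Wfdc2*+/+ lungs and 9.55 ± 0.10 (SD, n = 2) in *Wfdc2* GFP/GFP lungs. Its log2 fold change was 1.73 (standard error 0.51), with a limma adjusted p = 0.331 over all genes tested and adjusted p = 0.0397 over the 4 surfactant protein genes alone. mRNA for SP-D, from *Sftpd* (chromosome 14, 41172212 to 41185198), rose from 5.94 ± 0.27 (SD, n = 2) to 7.85 ± 0.01 (SD, n = 2). This is a log2 fold change of 1.92 (standard error 0.69, limma adjusted p = 0.388 over all genes and 0.0501 over the 4 genes). The spread behind both standard errors includes E18.5, where the SD in *Wfdc2* GFP/GFP lungs was 0.87 for *Sftpa1* and 1.76 for *Sftpd* (n = 2). For both genes, both *Wfdc2* GFP/GFP libraries were above both *Wfdc2*+/+ libraries, an arrangement that chance gives, in either direction, in 33.3% of comparisons of 2 against 2. For SP-B (*Sftpb*, chromosome 6, 72304625 to 72312932) and SP-C (*Sftpc*, chromosome 14, 70520941 to 70524081) the libraries of the 2 genotypes overlapped. The log2 fold change of *Sftpb* was 0.44 (standard error 0.63, limma adjusted p = 0.806) and that of *Sftpc* was 0.55 (standard error 0.75, limma adjusted p = 0.795), and both stood at an adjusted p of 0.510 over the 4 genes. Across the 15627 genes, P1.5 libraries with the same replicate number deviated together from their group means (r = 0.21). When the replicate number entered the fit as a block, the limma adjusted p over all genes was 0.196 for *Sftpa1* and 0.184 for *Sftpd*, and over the 4 genes it was 0.0155 for both. *Sftpb* and *Sftpc* stood at 0.738 and 0.813 over all genes in that fit. With each library left out in turn, the log2 fold change ran from 1.25 to 2.21 for *Sftpa1* and from 1.73 to 2.11 for *Sftpd*. It changed sign for *Sftpb*, to −0.38 without *Wfdc2*+/+ replicate 1, and for *Sftpc*, to −0.03 without *Wfdc2*+/+ replicate 2. Quantile normalization, which gives the most abundant mRNA of these 4 libraries a single value, left *Sftpc* at 0.00.

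**Figure D1:**
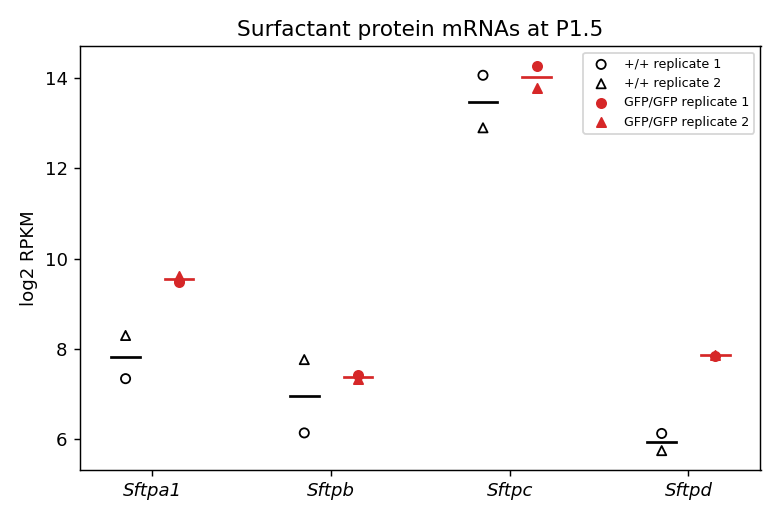
Log2 RPKM (y axis) of the mRNAs for SP-A (*Sftpa1*), SP-B (*Sftpb*), SP-C (*Sftpc*) and SP-D (*Sftpd*) in each P1.5 library, with open black symbols for *Wfdc2*+/+ and filled red symbols for *Wfdc2* GFP/GFP, circles for replicate 1, triangles for replicate 2 and bars for the group means. The *Wfdc2* GFP/GFP means of *Sftpa1* and *Sftpd* lie 1.73 and 1.92 above the *Wfdc2*+/+ means with no overlap, while the groups overlap for *Sftpb* and *Sftpc*.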

Secondly, RNA-seq analyses showed that mRNA levels of hydrophilic surfactant peptides (SP-A and SP-D) were significantly upregulated in *Wfdc2*^GFP/GFP^ mice (Fig. 4D). In agreement with the mRNA expression data, western blotting analyses showed increased levels of SP-A and SP-D proteins in *Wfdc2*^GFP/GFP^ mice (4.07 and 2.06 times, respectively), as compared with those of littermate controls (Fig. 4E, Table S1), and matSP-B showed a little increase (Fig. 4E, Table S1). Lastly, when the levels of two major phospholipids, PC and PG, were quantified, levels of PC but not PG were significantly lower in the lung of *Wfdc2*^GFP/GFP^ mice than in littermate controls (Fig. 4F).

**Fig. 4.**
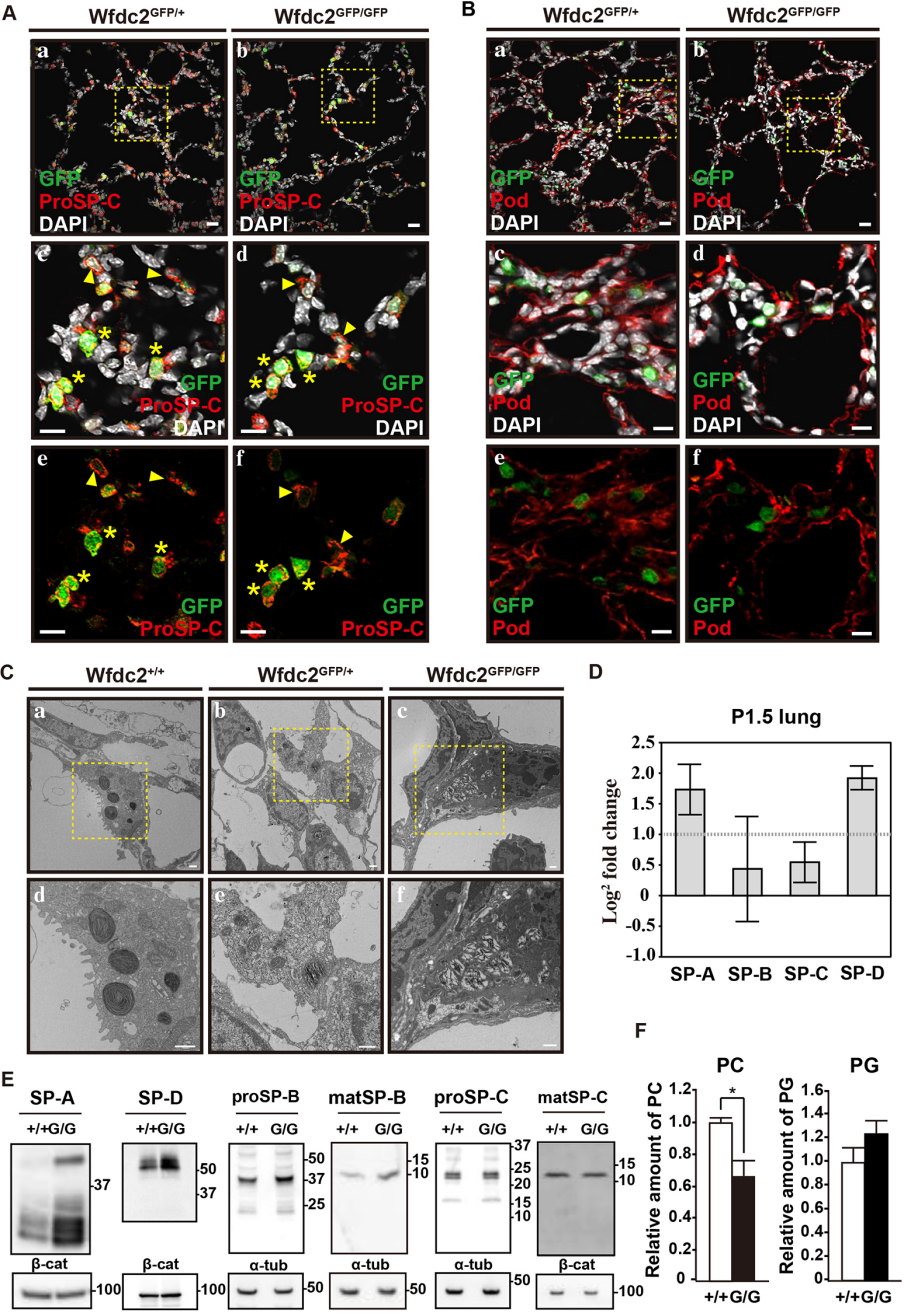
**AECIIs express proper markers but produce abnormal surfactants.** (A) P1.5 lung specimens were stained with GFP (green), ProSP-C (red) and DAPI (white); (a,c,e) *Wfdc2*^GFP/+^ mice; (b,d,f) *Wfdc2*^GFP/GFP^ mice. Yellow dotted areas in panels a and b are enlarged in c,e and d,f, respectively. Yellow asterisks indicate GFP^pos^/ProSP-C^pos^ (double-positive) cells. Yellow arrowheads indicate GFP^neg^/ProSP-C^pos^ cells. Scale bars: 30 µm. (B) P1.5 lung specimens were stained for GFP (green), podoplanin (Pod; red) and DAPI (white); (a,c,e) *Wfdc2*^GFP/+^ mice; (b,d,f) *Wfdc2*^GFP/GFP^ mice. Yellow dotted areas in panels a and b are enlarged in c,e and d,f, respectively. Scale bars: 20 µm. (C) TEM analysis of lamellar bodies in AECIIs. Yellow dotted areas in panels a-c are enlarged in d-f, respectively. Scale bars: 500 nm. (D) RNA-seq analyses of hydrosoluble surfactant proteins. mRNA expression changes of SP-A, SP-B, SP-C and SP-D are shown as log2 fold change between *Wfdc2*^+/+^ and *Wfdc2*^GFP/GFP^ lung tissues at P1.5. The dotted line at 1.0 indicates twofold upregulation in *Wfdc2*^GFP/GFP^ mice. Error bars show mean±s.e.m. (*n*=2). (E) Representative western blotting of liposoluble surfactant proteins. (Left) SP-A and SP-D are upregulated in *Wfdc2*^GFP/GFP^ mice. (Middle and right) matSP-B shows a little increase in *Wfdc2*^GFP/GFP^ mice. +/+, *Wfdc2*^+/+^ mice; G/G, *Wfdc2*^GFP/GFP^ mice; β-cat, β-catenin; α-tub, α-tubulin. (F) *Wfdc2*^GFP/GFP^ mice have low levels of phosphatidylcholine (PC) compared with *Wfdc2*^+/+^ mice, but comparable levels of phosphatidylglycerol (PG). Data are shown as mean±s.e.m. (*n*=3 mice; *P<0.05). *P*-values were determined compared to controls.

### *Wfdc2*-deficient mice upregulate pro-inflammatory and defense/immune-response mRNAs

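In the comparison of *Wfdc2* GFP/GFP with *Wfdc2*+/+ lungs at P1.5, 0 of the 15627 genes tested were higher and 2 were lower in *Wfdc2* GFP/GFP at a limma adjusted p under 0.05. At an unadjusted p under 0.05 there were 1710 genes, of which 564 were higher and 1146 lower. The 2 genes were *Wfdc2* and *Rpsa-ps10* (chromosome 3, 150072590 to 150073620), which the annotation lists as a processed pseudogene, so that the counting could have divided reads between it and its parent gene. *Rpsa-ps10* had 75 and 33 reads in the *Wfdc2*+/+ libraries and 0 in both *Wfdc2* GFP/GFP libraries, which is at least 21-fold lower (log2 fold change −6.13, standard error 0.50, limma adjusted p = 0.0346). Replicate 1 of every group carried reads of *Xist*, which is expressed in females, with 4121 to 90980 reads, against 1 to 13 reads in replicate 2. Replicate 2 of every group carried 972 to 2175 reads of the Y-linked gene *Ddx3y*, against 0 to 3 in replicate 1. The same-numbered P1.5 libraries deviated together across genes (r = 0.21), and r was 0.19 over the 15043 genes outside chromosomes X and Y. With the replicate number as a block, 1 gene was higher and 8 were lower at a limma adjusted p under 0.05, the 2 genes above among them, and 2432 genes had an unadjusted p under 0.05. The gene that was higher, named here after its values were seen, was *Ccl2*, with a log2 fold change of 4.21 (standard error 0.37 and limma adjusted p = 0.0109 in that fit). On simulated data with 200 changed genes, the fit without a block made 25 and 12 false calls at dispersions of 0.01 and 0.1. The blocked fit made 32 and 34, so both made more false calls than the threshold allows. The filter on low values moved the count most. Without it, 5 genes were higher and 16 lower among 25965. With each library centred on its median, with quantile normalization, and in a fit of the 4 P1.5 libraries alone, 0 genes passed, with 2069, 1892 and 1047 genes at an unadjusted p under 0.05. The excess of lower genes went with the scaling, since the 2069 genes after median centring were 1073 higher and 996 lower, and the 1892 after quantile normalization 918 higher and 974 lower.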

To uncover how Wfdc2 deficiency affects lung gene expression, we used RNA-seq to profile and compare the lung transcriptome of *Wfdc2*^GFP/GFP^ and littermate control mice at P1.5. This revealed upregulation of a set of genes involved in the immune response (*P*=2.3e–17; *n*=23 genes) and its related functions, which include a number of pro-inflammatory and anti-inflammatory cytokines as well as various CC chemokines and CXC chemokines (Fig. 5A,B, Fig. S5A, Table 3). 

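Table 3 lists 24 genes, all of which were found among the deposited values, *Il36rn* under the symbol *Il1f5* and *H2-Ab2* under *H2-Ob*, and 21 of which passed the filter for testing. At P1.5 all 24 had a higher mean log2 RPKM in *Wfdc2* GFP/GFP than in *Wfdc2*+/+ lungs, 22 of them by more than 4-fold. One of the 22, *Csf3*, was at the limit of detection in *Wfdc2*+/+, and against that limit it was at least 3.20-fold higher. In 18 of the 24, both *Wfdc2* GFP/GFP libraries were above both *Wfdc2*+/+ libraries. The median log2 fold change of the 21 genes tested was 2.86, and single genes ran from 1.09 to 5.38. All 21 stayed higher when each library was centred on its median and under quantile normalization, with medians of 3.06 and 3.19, and a pseudocount of 1 RPKM moved the median most, to 0.66. At a limma adjusted p under 0.05, 0 of the 21 genes passed over all genes tested and 12 passed over the list alone, and 15 had an unadjusted p under 0.05. The list was drawn by the paper from these libraries, so the count over the list shows no stability. With the replicate number as a block (r = 0.21 between same-numbered P1.5 libraries), 0 passed over all genes, 18 passed over the list alone and 18 had an unadjusted p under 0.05. The largest change was that of *Il10* (chromosome 1, 131019845 to 131024974), with 2 and 0 reads in the *Wfdc2*+/+ libraries and 27 and 185 in the *Wfdc2* GFP/GFP libraries. It was at least 18.6-fold higher, with a limma adjusted p = 0.152, or 0.0902 with the block. Depth was low for much of the list, and 11 of the 24 genes had fewer than 10 reads in each *Wfdc2*+/+ library. Replicate 2 of *Wfdc2* GFP/GFP was above replicate 1 in 23 of the 24 genes. With each P1.5 library left out in turn, the median log2 fold change ran from 1.84 to 3.97. A wider set, fixed by gene symbol before the data were examined, took every tested gene of the Ccl, Cxcl, Ccr and Cxcr families. Of these 35 genes, 28 were higher in *Wfdc2* GFP/GFP at P1.5, with a median log2 fold change of 1.55 (limma fry set test, two-sided, adjusted p = 0.149 over the 5 set tests given here and for E18.5, an adjustment chosen after the results were seen). The block gave a limma adjusted p = 0.106, and quantile normalization, with 30 genes higher, gave a limma adjusted p = 0.0358. Camera, another limma set test, which ranks the set against all other genes, gave an adjusted p = 7.98e-12. It was run at an assumed correlation between genes of 0.01, which was not estimated from these libraries. Its p comes out too small where genes vary together more than that. Without the filter the families had 55 genes, of which 33 were higher and 22 lower, with a median of 0.36. With or without the filter, the families include chemokine genes of Table 3, such as *Ccl4* and *Cxcl2*. The paper drew those from these libraries, so the values of the families are not independent of that list. From the genes upregulated more than 4-fold and their GO terms (Fig. 5B), the paper states that genes of the immune response and related functions, among them pro-inflammatory and anti-inflammatory cytokines and CC and CXC chemokines, are upregulated in the absence of Wfdc2.

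**Figure D2:**
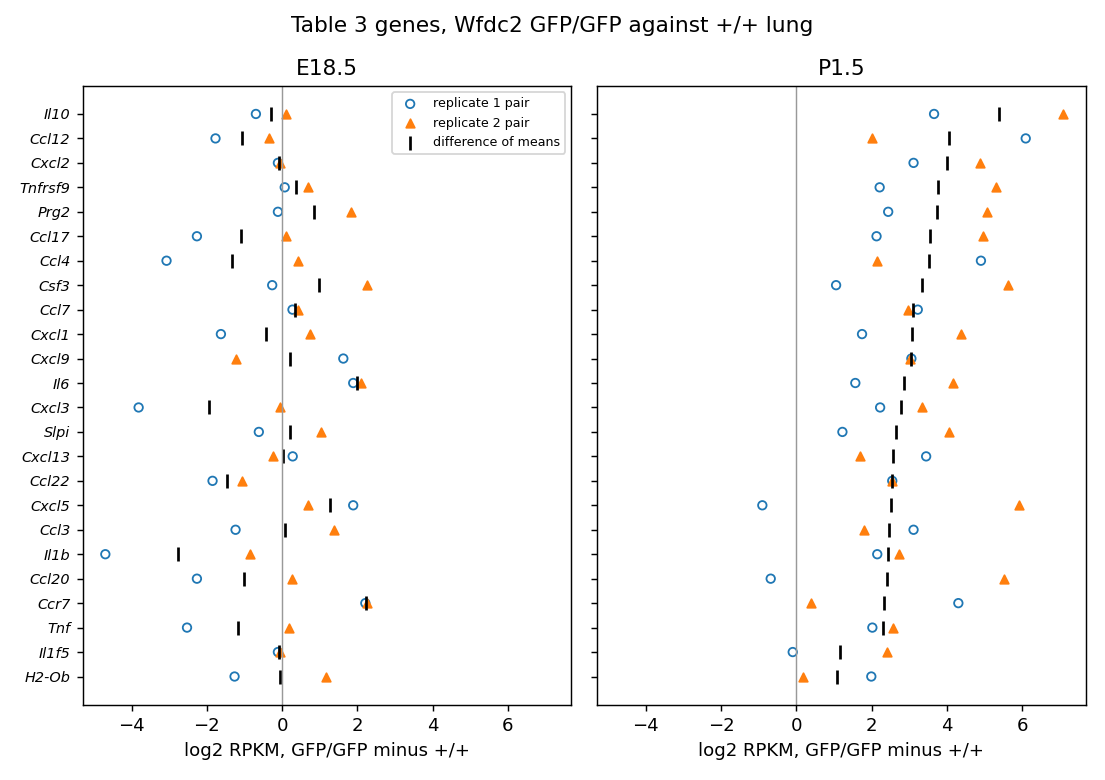
Difference in log2 RPKM between *Wfdc2* GFP/GFP and *Wfdc2*+/+ lungs (x axis) for the 24 genes of Table 3 (y axis, ordered by their difference at P1.5) at E18.5 on the left and P1.5 on the right, with open circles for the replicate 1 libraries, triangles for the replicate 2 libraries and vertical ticks for the difference of group means. At P1.5 all 24 ticks lie above 0, while at E18.5 11 lie above and 13 below.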

Significantly, this upregulation was not observed before birth, at E18.5 (Fig. 5C,D). 

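At E18.5, 11 of the 24 genes of Table 3 had a higher mean log2 RPKM in *Wfdc2* GFP/GFP than in *Wfdc2*+/+ lungs and 13 a lower one. Among the 21 genes tested, the median log2 fold change was −0.09, or −0.81 to 0.24 with each E18.5 library left out in turn. Of these genes, 9 were higher and 12 lower, and centring each library on its median left 6 higher and 15 lower. None had a limma adjusted p under 0.05, over all genes or over the list alone, and 0 had an unadjusted p under 0.05. With the replicate number as a block (r = 0.23 between same-numbered E18.5 libraries), 0 passed either adjustment and 3 had an unadjusted p under 0.05. Among the genes tested, the changes ran from −2.77 for *Il1b*, with 24 and 23 reads in the *Wfdc2*+/+ libraries and 1 and 12 in the *Wfdc2* GFP/GFP libraries, to 1.99 for *Il6*, with 2 and 1 reads against 8 and 4, which is at least 1.87-fold. Of the genes not tested, *Ccr7* had 1 and 0 reads in *Wfdc2*+/+ and 5 and 4 in *Wfdc2* GFP/GFP. Its log2 fold change of 2.23 made it the 1 gene of the 24 over 4-fold higher at E18.5, although against the limit of detection it was at least 1.48-fold higher. In 5 of the 24 genes both *Wfdc2* GFP/GFP libraries were above both *Wfdc2*+/+ libraries, and in 4 both were below, where chance gives 33.3% in either direction. As a set, the 21 genes gave an adjusted p = 0.786 with limma's fry test over the 5 set tests, 0.782 with the block and 0.657 after quantile normalization. Camera put the set lower at an adjusted p = 0.0165, and every camera value here assumes a correlation between genes of 0.01. Of the 35 genes of the chemokine families, 9 were higher and 26 lower at E18.5 (median log2 fold change −0.38, limma fry adjusted p = 0.679, with the block adjusted p = 0.574), and camera put them lower at an adjusted p = 9.08e-05. Without the filter 16 of the 55 family members were higher and 39 lower, with a median of −0.086. The difference between the stages was tested as an interaction of genotype and stage. Over single genes, 0 of 15627 passed a limma adjusted p under 0.05, and 1599 had an unadjusted p under 0.05. With the block the counts were 0 and 2324. For the Table 3 genes as a set, the median difference between the log2 fold changes of the 2 stages was 3.42 (limma fry adjusted p = 0.149, with the block adjusted p = 0.117), and the list had been chosen at P1.5. For the chemokine families, which include chemokine genes of that list, it was 1.83 (limma fry adjusted p = 0.149, with the block adjusted p = 0.106). After quantile normalization the difference between stages had a limma adjusted p = 0.0358 for both sets, and camera gave adjusted p = 7.90e-17 for the Table 3 genes and adjusted p = 5.51e-13 for the chemokine families.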

Among the upregulated genes, *IL-1*α and *TNFβ* were notable, with approximately 5.4- and 4.9-fold overexpression in *Wfdc2*^GFP/GFP^ mice. 

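*Il1a*, the gene for IL-1α (chromosome 2, 129299610 to 129309972), had 0 and 11 reads in the P1.5 *Wfdc2*+/+ libraries and 17 and 81 in the *Wfdc2* GFP/GFP libraries. The log2 fold change was 3.22 (standard error 1.24), or 9.31-fold, with a limma adjusted p = 0.412 over all genes and 0.0642 over the 6 cytokine and chemokine genes considered here. Its size rests on the value entered for the library without reads. The ratio of the arithmetic means of the RPKM was 5.77-fold, and with each library left out in turn the log2 fold change ran from 1.33 to 5.10. *Lta*, the gene for TNFβ (chromosome 17, 35203165 to 35205351), had 5 and 7 reads in *Wfdc2*+/+ and 4 and 33 in *Wfdc2* GFP/GFP. The genotypes overlapped, and the log2 fold change was 0.62 (standard error 1.01), or 1.53-fold, with a limma adjusted p = 0.832 over all genes and 0.561 over the 6 genes. Without *Wfdc2* GFP/GFP replicate 2 it changed sign, to −0.74. *Il1b*, the gene for IL-1β (chromosome 2, 129364570 to 129371139), which Table 3 lists, had 31 and 70 reads in *Wfdc2*+/+ and 147 and 701 in *Wfdc2* GFP/GFP. It was 5.44-fold higher (log2 fold change 2.44, standard error 1.22, limma adjusted p = 0.515 over all genes and 0.121 over the 6). *Tnf*, the gene for TNFα (chromosome 17, 35199381 to 35202007), also in Table 3, had 3 and 16 reads in *Wfdc2*+/+ and 13 and 142 in *Wfdc2* GFP/GFP. It was 4.90-fold higher, with overlap between the genotypes (log2 fold change 2.29, standard error 1.29, limma adjusted p = 0.569 over all genes and 0.138 over the 6). In a fit with the replicate number as a block (r = 0.21), the limma adjusted p over all genes was 0.183 for *Il1a*, 0.757 for *Lta*, 0.239 for *Il1b* and 0.202 for *Tnf*. The log2 fold change ran from 1.49 to 3.40 for *Il1b* and from 0.74 to 3.85 for *Tnf* with each library left out in turn.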

The upregulation of *Ccl4*/*MIP1β* and *Cxcl2/MIP-2* was also prominent, with 11.5- and 16.0-fold overexpression in *Wfdc2*^GFP/GFP^ mice.

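*Ccl4* (chromosome 11, 83662584 to 83664683) had 1 and 6 reads in the P1.5 *Wfdc2*+/+ libraries and 32 and 40 in the *Wfdc2* GFP/GFP libraries, or −4.14 ± 1.94 and −0.61 ± 0.01 log2 RPKM (SD, n = 2). It was 11.5-fold higher in *Wfdc2* GFP/GFP (log2 fold change 3.53, standard error 1.09, limma adjusted p = 0.342 over all genes). *Cxcl2* (chromosome 5, 90903899 to 90905909) had 8 and 6 reads in *Wfdc2*+/+ and 74 and 266 in *Wfdc2* GFP/GFP, or −2.58 ± 0.18 and 1.42 ± 1.07 log2 RPKM (SD, n = 2). It was 16.0-fold higher (log2 fold change 4.00, standard error 0.63, limma adjusted p = 0.152 over all genes). For both genes, both *Wfdc2* GFP/GFP libraries were above both *Wfdc2*+/+ libraries. With the replicate number as a block (r = 0.21), the limma adjusted p over all genes was 0.184 for *Ccl4* and 0.0660 for *Cxcl2*. With each library left out in turn, the log2 fold change ran from 2.16 to 4.90 for *Ccl4* and from 3.24 to 4.75 for *Cxcl2*.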

**Fig. 5.**
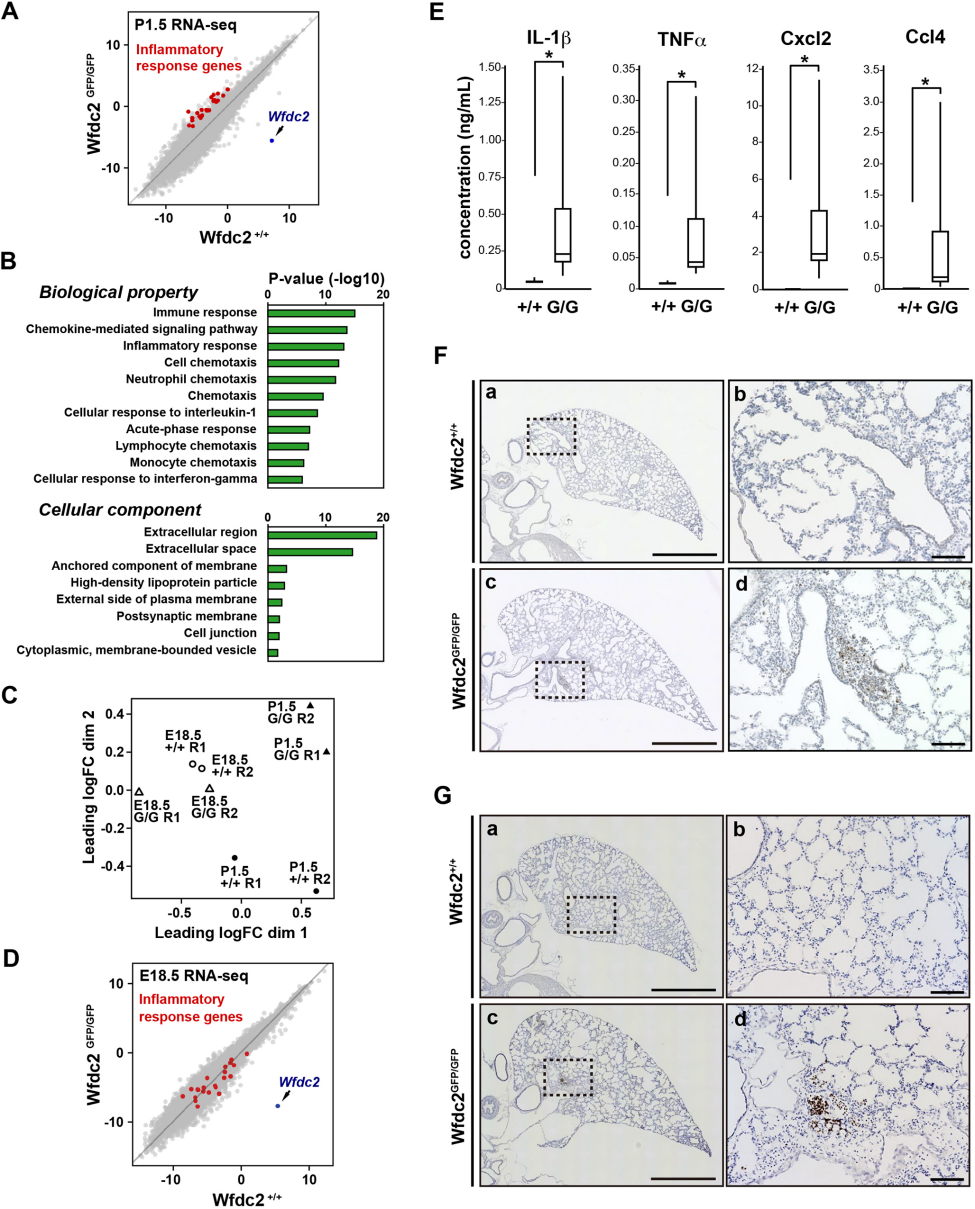
**Wfdc2 deficiency causes inflammation in the neonatal lung.** (A) RNA-seq scatter plot showing mRNA expression levels of all genes (gray dots) expressed in *Wfdc2*^+/+^ and *Wfdc2*^GFP/GFP^ lungs at P1.5. Values are indicated as log2-normalized read count per million mapped reads. *Wfdc2* mRNA is reduced, and mRNA for inflammatory response genes (red dots) is upregulated in *Wfdc2*^GFP/GFP^ mice. (B) GO term enrichment analysis of the upregulated genes (>fourfold) in *Wfdc2*^GFP/GFP^ mice. (C) Multidimensional scaling plot showing distances between RNA-seq datasets of different conditions. The plot was generated using the plotMDS function of EdgeR. White and black circles indicate *Wfdc2*^+/+^ (+/+) littermate control samples from E18.5 and P1.5, respectively; white and black triangles indicate *Wfdc2-*knockout (G/G; *Wfdc2*^GFP/GFP^) samples from E18.5 and P1.5, respectively. R, replicate #1; R2, replicate #2. (D) The gene expression profile of E18.5 *Wfdc2*^GFP/GFP^ fetuses is similar to that of *Wfdc2*^+/+^ fetuses. Only the *Wfdc2* gene expression is significantly downregulated (black arrow). Red dots indicate inflammatory response genes that are upregulated at P1.5 in *Wfdc2*^GFP/GFP^ mice. (E) Induction of acute inflammatory response proteins in *Wfdc2*^GFP/GFP^ mice at P2.5. Data are shown as mean±s.e.m. (*n*=4, *P<0.05). (F) Immunohistochemical analysis of IL-1α in neonatal lung at P1.5. Black dotted boxes are enlarged in the right panels. IL-1α-positive cells (brown) are detected in some epithelial cells in bronchioles and mesenchymal areas, and mononuclear cells appeared in alveolar spaces in *Wfdc2*^GFP/GFP^ mice. Scale bars: 1 mm (a,c); 100 µm (b,d). (G) Immunohistochemical analysis of CXCL2 in neonatal lung at P1.5. Black dotted boxes are enlarged in the right panels. CXCL2-positive cells (brown) are also detected in some epithelial cells in bronchioles and mesenchymal areas, and mononuclear cells appeared in alveolar spaces in *Wfdc2*^GFP/GFP^ mice. Scale bars: 1 mm (a,c); 100 µm (b,d).

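*Wfdc2* mRNA at P1.5 was at 7.19 ± 1.08 log2 RPKM (SD, n = 2) in *Wfdc2*+/+ lungs and −5.59 ± 2.88 (SD, n = 2) in *Wfdc2* GFP/GFP lungs. The log2 fold change was −12.79 (standard error 1.15, limma adjusted p = 0.0362). Once the replicate number was a block (r = 0.21 between same-numbered P1.5 libraries), the standard error was 0.56 and the limma adjusted p = 0.000266. The adjusted p rose above 0.05 after median centring (0.119), after quantile normalization (0.0955) and in the fit of the 4 P1.5 libraries alone (0.0975), while the log2 fold change stayed between −14.82 and −10.75 with each library left out in turn.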

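Without a test, and taking only the size of the change, 155 genes were more than 4-fold higher and 331 more than 4-fold lower in *Wfdc2* GFP/GFP lungs at P1.5 among the 15627 genes tested, so that 31.9% of these genes were higher. That share moved with the scaling of the libraries and with the library left out. It ran from 18.6% higher without *Wfdc2*+/+ replicate 1 to 57.3% higher without *Wfdc2*+/+ replicate 2. With each library centred on its median there were 193 higher and 245 lower (44.1% higher), and after quantile normalization 230 higher and 193 lower (54.4% higher). A pseudocount of 0.1 RPKM left 49 higher and 44 lower. With each P1.5 library left out in turn, between 638 and 1109 genes passed 4-fold in either direction.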

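Distances between libraries were taken as the root mean square of the 500 largest log2 differences between each pair, the measure behind a plotMDS plot. At P1.5 the 4 distances between a *Wfdc2*+/+ and a *Wfdc2* GFP/GFP library averaged 3.84 (3.54 to 4.08), against 3.97 between the 2 *Wfdc2*+/+ libraries and 3.12 between the 2 *Wfdc2* GFP/GFP libraries. At E18.5 they averaged 2.91 (2.59 to 3.26), against 2.17 between the *Wfdc2*+/+ libraries and 3.34 between the *Wfdc2* GFP/GFP libraries. The mean distance between genotypes was thus 1.08 times the mean distance within a genotype at P1.5 and 1.06 times at E18.5. Pairs from different stages were 4.19 apart on average (3.31 to 5.30).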

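At E18.5, 0 genes were higher and 3 were lower in *Wfdc2* GFP/GFP lungs at a limma adjusted p under 0.05, and 683 genes, 590 of them higher and 93 lower, had an unadjusted p under 0.05. On simulated data without changes at E18.5, the same fit called 5 genes at a dispersion of 0.01 and 0 at 0.1. *Wfdc2* was at 5.40 ± 0.19 log2 RPKM (SD, n = 2) in *Wfdc2*+/+ and at the limit of detection in *Wfdc2* GFP/GFP, at least 2822-fold lower (log2 fold change −13.12, standard error 1.15, limma adjusted p = 0.0394). *H1fnt* (chromosome 15, 98255982 to 98257307) had 38 and 24 reads in *Wfdc2*+/+ and 0 in both *Wfdc2* GFP/GFP libraries, at least 10.1-fold lower (log2 fold change −5.08, limma adjusted p = 0.0394). *Prm2* (chromosome 16, 10791383 to 10792105) had 31 and 17 reads in *Wfdc2*+/+ and 0 in both *Wfdc2* GFP/GFP libraries, at least 7.71-fold lower (log2 fold change −4.68, limma adjusted p = 0.0464). Both are transcripts of spermatids, and 10 such genes, chosen after their values were seen, together had 179 and 149 reads in the E18.5 *Wfdc2*+/+ libraries against 6 in each E18.5 *Wfdc2* GFP/GFP library. With the replicate number as a block (r = 0.23 between same-numbered E18.5 libraries), *Wfdc2* alone passed (limma adjusted p = 0.000217), and 983 genes had an unadjusted p under 0.05. *Wfdc2* alone also passed in the fit of the 4 E18.5 libraries and among genes with a mean of at least 0.5 RPKM, a filter that leaves out *H1fnt* and *Prm2*. After median centring and after quantile normalization 0 genes passed, with 676 (466 higher and 210 lower) and 833 (583 higher and 250 lower) at an unadjusted p under 0.05, and 22 passed without the filter on low values. By size alone, 144 genes were more than 4-fold higher and 70 more than 4-fold lower (67.3% higher), against 90 and 96 (48.4% higher) after median centring and 111 and 74 (60% higher) after quantile normalization.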

**Table 3.**
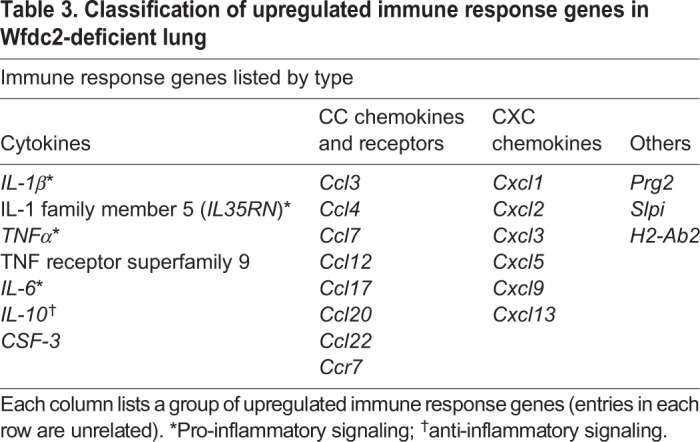
**Classification of upregulated immune response genes in Wfdc2-deficient lung**

Since inflammation is controlled at both the transcriptional and translational levels, we used ELISA to measure levels of four proteins: two cytokines (IL-1α and TNFβ) and two chemokines [CCL4/MIP1β (CC class) and CXCL2/MIP-2 (CXC class)]. Analysis of lungs from *Wfdc2*-deficient mice confirmed increases in protein products of all four molecules (Fig. 5E). Immunohistochemical analysis showed strong IL-1α and CXCL2 signals in some of the epithelial cells in the bronchus, and in mesenchymal regions of the alveolus; in addition, mononuclear cells appeared in alveolar spaces more often in *Wfdc2*^GFP/GFP^ mice than in littermate controls (Fig. 5F,G).

### Changes in protein expression and localization in *Wfdc2*-deficient mice

In a kidney fibrosis model, Wfdc2 overexpression reportedly causes up- and down-regulation of proteases at the protein and mRNA levels, as well as at the enzymatic activity level (LeBleu et al., 2013). Therefore, the observed disruption in lung homeostasis might be caused by an imbalance of the protease/protease-inhibitor system. In the kidney fibrosis model, protein levels of Prss35 and MMP9 were upregulated in parallel with the upregulation of Wfdc2, and Wfdc2 inhibits enzymatic activity of Prss35 and MMP9 (LeBleu et al., 2013). In our lung knockout model of Wfdc2, only PRSS35 revealed a little downregulation (Fig. 6A, Table S1). We also checked two other lung-disease-related proteases, MMP12 and ADAM10. Of those, ADAM10 showed marginal changes in Wfdc2-deficient lungs at P1.5 (Fig. 6A, Table S1).

**Fig. 6.**
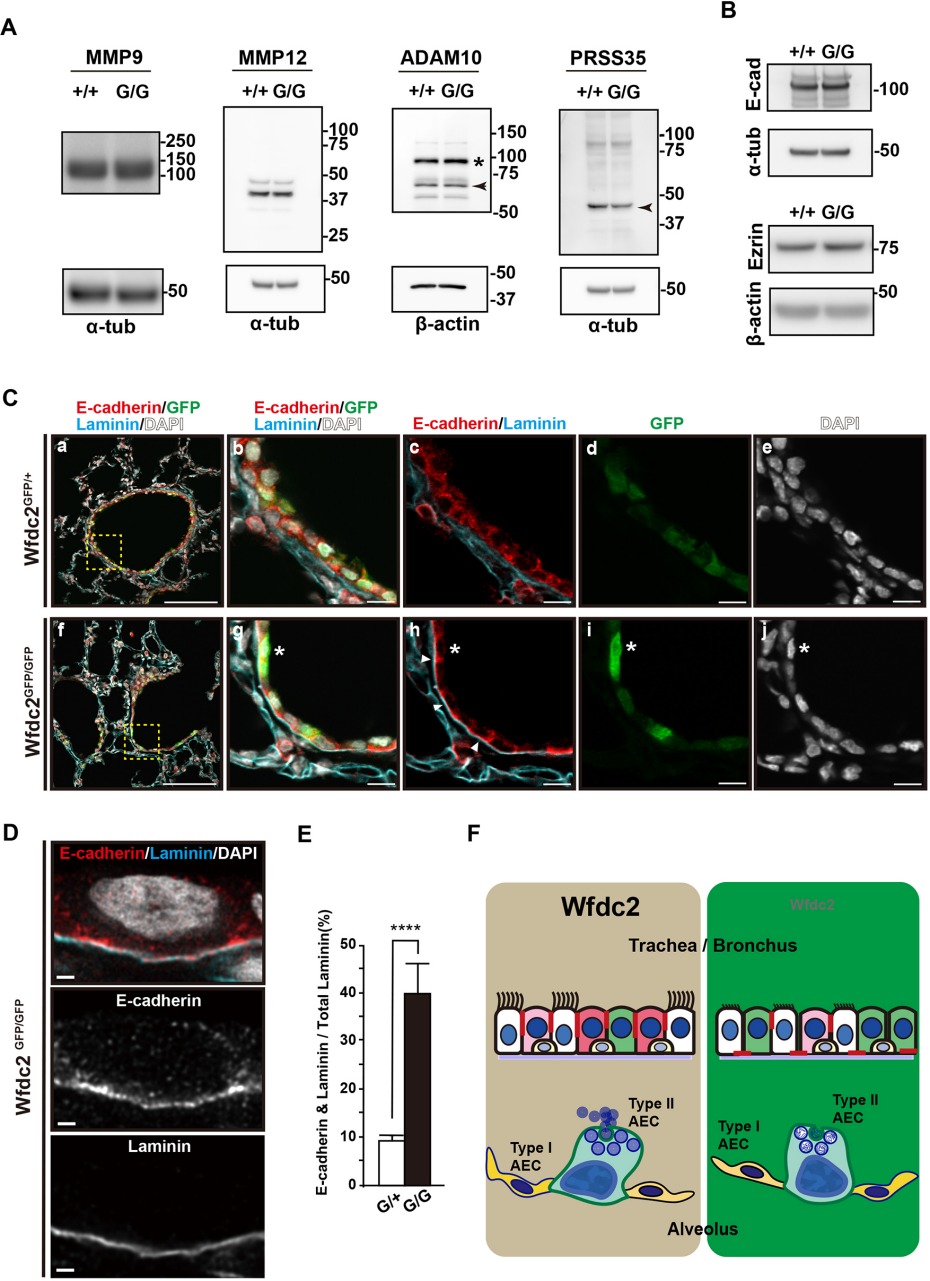
**Disturbance of homeostasis in the *Wfdc2*-deficient lung.** (A) Western blotting analysis of proteases. +/+, *Wfdc2*^+/+^ mice; G/G, *Wfdc2*^GFP/GFP^ mice. The asterisk and the arrowhead in the ADAM10 blot indicate the precursor and the active form, respectively. The arrowhead in the PRSS35 blot indicates PRSS35. (B) Western blotting analysis of E-cadherin (E-cad) and ezrin. +/+, *Wfdc2*^+/+^ mice; G/G, *Wfdc2*^GFP/GFP^ mice. (C) Mislocalization of E-cadherin in lateral walls of *Wfdc2*^GFP/GFP^ airways. Red, E-cadherin; blue, laminin; green, GFP; white, DAPI. Yellow dotted boxes in panels a and f are enlarged in b-e and g-j, respectively. E-cadherin localizes at the lateral walls of conducting airways in *Wfdc2*^GFP/+^ mice (b-e). In *Wfdc2*^GFP/GFP^ mice, E-cadherin (red in h) shows mislocalization to the basement membrane (visualized by laminin, blue in h). Note that only the *Wfdc2*^GFP/GFP^ samples show white signals at the basement membrane, as a result of overlapping E-cadherin and laminin signals (arrowheads in h). Asterisks in g-i show the cell shown in D. Scale bars: 100 µm (a,f); 10 µm (b-e,g-j). (D) Super-resolution microscopy analysis of E-cadherin and laminin signals. A high-magnification image of an epithelial cell in the conducting airway shown in C (*Wfdc2*^GFP/GFP^ mice, indicated by asterisks in Cg-Cj). The HyVolution system is used for super-resolution imaging. Single-channel images of E-cadherin and laminin are shown in the middle and the bottom panels, respectively. Scale bars: 1 µm. (E) Quantification of colocalization signals of E-cadherin and laminin at the basal side of intralobular bronchioles. Data are shown as mean±s.e.m. (*n*=3, ****P<0.001). (F) Summary of the Wfdc2-deficiency status in the lung. Wfdc2 is expressed in a subpopulation of basal cells, ciliated cells and club cells at the proximal airway, but not in neuroendocrine cells. At the distal airway, a subpopulation of AECIIs but not in AECIs express Wfdc2. Wfdc2 deficiency leads to damaged cilia, a reduction of terminally differentiated club cells, which have secretory functions (pink and red cytosol), and abnormal distribution of E-cadherin (red line). At the distal airway, proper lamellar body formation in AECIIs is also impaired. Altogether, many abnormalities arising from Wfdc2 deficiency give rise to a breakdown of the multi-layered barrier system.

As protease levels increase, target proteins likely are digested, perturbing homeostasis and self-defense mechanisms. As a consequence, the structure of the lung tissue may not mature and may collapse. Wfdc2 target molecules might mediate cell adherence and tight junctions, or be a structural part of the alveolar epithelial barrier, an idea supported by recent studies in the mouse colon (Parikh et al., 2019). To track the integrity of intercellular junctions, expression levels of the adherence-junction protein E-cadherin and the tight-junction protein ezrin were measured and their localization was analyzed (Fig. 6B-D, Table S1). Although the expression levels of E-cadherin and ezrin were not different among the mice (Fig. 6B, Table S1), in *Wfdc2*-deficient mice, E-cadherin was often expressed in an unusual pattern, at the basal side of the epithelial cells of the intralobular conducting airway, compared with at the lateral wall in wild-type controls (Fig. 6C,D).

## DISCUSSION

Our study in the lung has presented, for the first time, evidence that the protease inhibitor Wfdc2 plays an important role in a wide range of aspects of the barrier mechanisms that protect respiratory airway epithelium from damage, which include lamellar body formation in AECIIs and mucociliary clearance machinery in bronchi (Fig. 6E). We have shown here that the mice develop atelectasis as a consequence of Wfdc2 deficiency, leading to neonatal death.

Ninety percent of pulmonary natural surfactant is composed of lipids, and PC makes up approximately 80% of the lipid. PC functions to reduce the surface tension, which prevents collapse of alveoli (Echaide et al., 2017; Parra and Pérez-Gil, 2015). Our study has shown that PC levels significantly decreased in response to Wfdc2 deficiency, likely due to an impairment of synthesis and/or recycling of PC (Chakraborty and Kotecha, 2013). Given that the reduction of PC concentration increases the surface tension (Hallman et al., 1991), a decrease in PC may be linked to progressive atelectasis and respiratory failure in *Wfdc2*-deficient mice. This is also indirectly supported by clinical reports showing that patients of acute respiratory distress syndrome (ARDS) accompanied by severe atelectasis exhibit decreased levels of PC (Cogo et al., 2007; Dushianthan et al., 2014; Gregory et al., 1991). Meanwhile, we also found that SP-A and SP-D levels were increased in *Wfdc2*-deficient mice. Given that an increase of the SP-A/PC ratio experimentally causes an increase of surface tension (Hallman et al., 1991), the upregulation of SP-A and the downregulation of PC in *Wfdc2*-deficient mice may accelerate lung atelectasis. Abnormal processing of surfactants may also cause secondary changes in lung physiology at birth: mice lacking other surfactant components – SP-B and ABCA3 – have been shown to die of RDS (Clark et al., 1995; Cheong et al., 2007; Fitzgerald et al., 2007; Hammel et al., 2007).

Club cells produce SP-A, SP-B and SP-D as well as an inhibitor of phospholipase A2 (CC10) (Han and Mallampalli, 2015), and have crucial secretory functions contributing to the mucus pool. The mucus, together with surfactants, interacts with and subsequently kills pathogens to prevent their dissemination. The mucus is then cleared by a constant upward flow generated by cilia. Therefore, the decreased number of mature club cells in *Wfdc2*-deficient mice may lead to a breakdown of the self-defense barrier function. Even worse, the impairment of cilia formation in *Wfdc2*-deficient mice may fail to clear pathogens in the mucus.

Various types of lung disorders, such as the chronic obstructive lung disease, are known to be associated with protease/antiprotease imbalance (Abboud, 2012; Goopts et al., 2009). At present, the target proteases of Wfdc2 are unclear. Until now, multiple examples carrying dysfunctions in other protease systems have been presented to be associated with lung diseases: neutrophil elastase/α1-antitrypsin imbalance causing human emphysema (Goopts et al., 2009; Meyer and Jaspers, 2015); mouse α1-antitrypsin (*serpina1*) knockout leading to spontaneous emphysema (Borel et al., 2018); and chymotrypsin-like elastase 1 responsible for emphysema, proven by an antisense oligo model for the α1-antitrypsin deficiency (Joshi et al., 2018). However, the phenotype of the Wfdc2-deficient mice is different from those of the above-described mice. Moreover, although many Wfdc family genes are closely located on the same chromosome, possibly as a consequence of rapid evolutionary changes (Hurle et al., 2007), our single-knockout model indicates that Wfdc2 exhibits non-redundant yet diverse functions in the lung.

During the preparation of the manuscript, a new report was published showing that human WFDC2 is downregulated in goblet cells in inflammatory bowel disease (IBD) patients and participates in the pathogenesis of IBD (Parikh et al., 2019). Analysis in the colon has shown that WFDC2 has bactericidal activity, preserves the integrity of tight junctions and participates in forming a mucus layer to block bacteria penetration into epithelial cells. This finding raises another possibility: that mislocalization of the adherens-junction molecule E-cadherin in *Wfdc2*-deficient lung epithelia may reflect the loss of epithelial barrier integrity. Indeed, some major proteases, such as ADAM15, kallikrein 6 and MMPs, reportedly mediate E-cadherin shedding and affect cell-cell adhesion (Biswas et al., 2010; Klucky et al., 2007; Kwon et al., 2014; Najy et al., 2008; Symowicz et al., 2007; Zuo et al., 2011). Since the protein levels of the proposed Wfdc2-target proteases in the kidney fibrosis model did not change significantly in our knockout lung study, the target proteases of Wfdc2 may be tissue specific. Therefore, future studies in the lung system will address which proteases are targeted by Wfdc2 and whether the effect of their interactions extends to epithelial integrity in multiple tissues.

Collectively, our results suggest that Wfdc2 deficiency causes impairments in a series of barrier mechanisms required to protect respiratory airway epithelium. The deficiency not only induces disruption of surfactants, which leads to a collapsed lung, but also causes insufficient mucociliary clearance due to damaged cilia, which impedes a constant upward flow of respiratory secretion to the mouth (Fig. 6E). In the lung, since Wfdc2 is induced after birth and plays crucial roles in preventing atelectasis and possibly maintaining the barrier function, the decrease in WFDC2 expression might be a factor in human respiratory failure, an issue that should be addressed in future studies.

## MATERIALS AND METHODS

### Mouse ES cell culture and generation of GFP knock-in mice

Mouse TT2 embryonic stem cells (ES cells) were used to generate GFP knock-in mice. ES cells were cultured on 0.1% gelatin-coated plates in high-glucose DMEM, L-glutamine, sodium pyruvate (Thermo Fisher Scientific) containing 15% FBS (Hyclone, Thermo Fisher Scientific), 0.1% non-essential amino acids, 50 U/ml penicillin (Sigma-Aldrich) and streptomycin (Nacalai Tesque), 0.1 mM 2-mercaptoethanol (Millipore) and 1000 U/ml LIF supplement (ESGRO, Millipore). IRES-EGFP-rabbit β-globin-polyA cDNA was integrated into a pKSTKNeoLoxP vector carrying PGK-neo-polyA for positive selection and the HSV-tk gene for negative selection (Fig. S1A) (Nagamatsu et al., 2006). The targeting vector contains a 6.3-kb long arm, carrying a part of exon 1, and a 2 kb short arm, encompassing exon 3 and intron 3, from 129-derived genomic DNA. The vector lacks a part of exon 1 and the entire exon 2 (Fig. S1A). A targeted vector carrying *EGFP* cDNA was linearized with *Not*I and electroporated into TT2 ES cells, which were then selected in 250 mg/ml (active weight) neomycin (G418; Invitrogen) for 10 days and ganciclovir for 7 days (Sigma-Aldrich). After confirming recombination of neomycin-resistant colonies, the ES cells were aggregated with ICR mouse morulae to generate chimeric mice. After confirming germline transmission from chimeric mice, heterozygous mice were crossed with CAG-Cre mice to delete the drug-resistant marker, PGK-neo-polyA (*Wfdc2*^GFP/+^), and then homozygous mice (*Wfdc2*^GFP/GFP^) were generated. Southern blotting and genomic PCR analyses verified that the *Wfdc2* gene was deleted (Fig. S1B and S1C); RNA-seq did not detect any *Wfdc2* mRNA in the mutant mouse lung (Fig. S1D). 

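In mm10, *Wfdc2* lies on the plus strand of chromosome 2 from 164562413 to 164568510, a span of 6098 bases, in the authors' values and in the GENCODE annotation alike. The principal transcript has 5 exons with 849 bases in all, or 13.9% of the span. Exon 1 (164562579 to 164562804) holds 147 bases of 5′ UTR and the start codon, exon 2 (164563308 to 164563451) and exon 3 (164564057 to 164564212) are coding throughout, exon 4 (164565792 to 164565938) holds the stop codon, and exon 5 (164568335 to 164568510) is 3′ UTR. According to the design of the targeting vector, the knock-in allele lacks part of exon 1 and all of exon 2, while exons 3 to 5 remain. In the reads recovered from the deposited values, *Wfdc2* had 8038 and 8791 reads in the E18.5 *Wfdc2*+/+ libraries and 0 and 1 in the E18.5 *Wfdc2* GFP/GFP libraries. Whether reads in introns were counted is not known. At P1.5 it had 32845 and 10212 reads in the *Wfdc2*+/+ libraries, and 12 in *Wfdc2* GFP/GFP replicate 1 and 0 in *Wfdc2* GFP/GFP replicate 2. At the depth of these libraries 3 reads of *Wfdc2* stand for a log2 RPKM of −6.24 and −5.89 in E18.5 *Wfdc2* GFP/GFP replicates 1 and 2 and of −5.56 and −5.89 in P1.5 *Wfdc2* GFP/GFP replicates 1 and 2, so that *Wfdc2* mRNA was not detectable at this depth in the *Wfdc2* GFP/GFP libraries except P1.5 replicate 1. The deposited values do not show where in the span the 12 reads lie.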

A second mutant line, with the *lacZ* gene knocked in at the *Wfdc2* locus, was generated and intercrossed with *Wfdc2-*knockout mice, generating mutant mice carrying both *GFP* and *lacZ* (*Wfdc2*^GFP/lacZ^ mice) (Fig. S1A).

### Mice

Mouse husbandry and experiments were carried out under the guidelines of Yokohama City University, Japan, and all animal experiments were approved by the Committee for Animal Care and Use at Yokohama City University. *CAG-Cre* mice were reported previously (Glaser et al., 2009). The *lacZ* knock-in mice were generated from ES cells obtained from EUCOMM.

### Southern blotting

Ten µg of genomic DNA was prepared from E18.5 fetuses, as described previously with slight modifications (Ohbo et al., 1996), and digested with the indicated restriction enzymes (Fig. S1B), separated by electrophoresis on 0.7% agarose gels in TBE buffer, transferred to Hybond-N (RPN303B, Amersham) and hybridized with the probes indicated in Fig. S1A.

### Genomic PCR

Primer sequences for genotyping PCR are listed in Table S2.

### Antibodies

Antibodies for IHC analysis are listed in Table S3.

### Histology and immunostaining

Fixation and immunostaining of lung were done as described previously (Shirakawa et al., 2013). Briefly, neonatal lung was fixed by perfusion with 4% paraformaldehyde (PFA) for 4 h (P0.5 and older). Embryonic and fetus lung was immersed in 4% PFA for 1 h (E11.5) and 4 h (E14.5, E18.5), respectively. After mounting in O.C.T. compound (Tissue-Tek), blocks were sliced and subjected to staining as follows. The sections were initially incubated for 30 min with PBS supplemented with 2% BSA (BSA/PBS), and then incubated for either 2 h at room temperature or overnight at 4°C with an appropriate primary antibody, followed by incubation with a secondary antibody for 1 h at room temperature (Table S3). The sections were mounted with ProLong Gold (Thermo Fisher Scientific) and observed by confocal laser microscopy (FV-1000; Olympus). For hematoxylin and eosin (H&E) staining, lung and heart were embedded in paraffin, sectioned and stained with H&E. For 3,3′-diaminobenzidine (DAB) staining, the sectioned specimens were incubated with a primary antibody overnight at 4°C, and then specimens were incubated with a secondary antibody conjugated with horseradish peroxidase (HRP) and reacted with 0.05% DAB and 0.015% hydrogen peroxide for 8 min at room temperature. *Wfdc2*^GFP/+^ and *Wfdc2*^GFP/LacZ^ mice were used for all the quantification experiments for the frequency of GFP-positive cells in epithelial cells. The measurements of the GFP frequency in neuroendocrine cells, AECIs and AECIIs, as well as the measurements of the overlapped region between E-cadherin and laminin, were performed blinded. The measurements of the GFP frequency in the basal cells, the ciliated cells and the club cells were performed non-blinded. Super-resolution fluorescence signals were acquired with a microscope system Leica TCS SP8 (Leica Biosystems) equipped with HyD detectors and a hybrid super-resolution (HyVolution) system. *Z*-section images were captured using the HyD detectors, and the raw data were deconvolved using Huygens (Scientific Volume Imaging) in the HyVolution package with default parameters.

### Transmission and scanning electron microscopy

Mice were fixed by perfusion using 0.1 M phosphate buffer (pH 7.4) containing 2% glutaraldehyde and 2% paraformaldehyde in 0.1 M phosphate buffer (pH 7.4). Fixed specimens were cut into small blocks and immersed in the same fixative at room temperature for 2 h. Subsequently, after washing with 0.1 M phosphate buffer, the blocks were post-fixed with 1% OsO_4_ at 4°C for 1 h. After washing with distilled water, the blocks were stained with 4% solution of uranyl acetate at room temperature for 1 h, then dehydrated in graded concentrations of ethanol solutions. For TEM observation, the lung blocks were replaced by propylene oxide, embedded in Epon812 resin (TAAB Laboratories Equipment) and polymerized at 60°C for 48 h. The ultra-thin sections of lung were made using Reichert Ultracut N Ultramicrotome (Leica Microsystems) and stained with 2% uranyl acetate in 70% ethanol and 0.4% lead citrate. The sections were analyzed by an H-7500 transmission electron microscope (Hitachi) operated at 80 kV. For SEM observation, the dehydrated blocks of trachea and bronchus were put in t-butyl alcohol, and then freeze-dried with VFD-21S (vacuum device). After the dried blocks were coated with platinum-palladium using an E102 ion coater (Hitachi), we imaged the lumen of the trachea and bronchus with an S-4800 scanning electron microscope (Hitachi) operated at 10 kV.

### RNA purification, cDNA construction and qRT-PCR

Total RNA was extracted from lung using Isogen (Nippon Gene) according to the manufacturer's instructions and treated with RQ1 DNase (Promega) at 37°C for 30 min. The total RNA was used for first-strand cDNA synthesis with Superscript III (Life Technologies). Expression levels were determined by Applied Biosystems 7900HT Fast Real Time PCR System using FastStart SYBR Green Master (Roche). Primers specific for each gene are provided in Table S2.

### Western blotting

Western blotting was performed as described (Shirakawa et al., 2013). Briefly, whole-cell extracts from lung were resolved by sodium-dodecyl-sulfate PAGE (SDS-PAGE) with a 7.5% (SP-D and ADAM10), 12.5% (SP-A), 10-20% (proSP-B, matSP-B, proSP-C, matSP-C, MMP9) gradient gel (ePAGEL, E-R1020L, Atto), and 5-20% (MMP12, PRSS35, E-cadherin, ezrin) gradient gel (ePAGEL, E-R520L, Atto). The proteins were then transferred to polyvinylidene difluoride (PVDF) membranes (Immobilon-P; Merck Millipore). Membranes were incubated with the indicated antibodies overnight at 4°C, followed by incubation with an appropriate HRP-conjugated secondary antibody for 1 h at room temperature (Table S3). Positive signals were detected and visualized with Chemi-Lumi One L or Super reagents (Nacalai Tesque). Antibodies for western blotting analysis are listed in Table S3. The band intensities were quantified using the LAS3000 mini system and Multi-Gauge version 2.3 (Fuji Film). The results of western blot quantification are summarized in Table S1.

### RNA-seq

Total lung RNA was purified using Isogen (Nippon Gene) according to the manufacturer's instructions. Quality control assessment of RNA was done using Bioanalyzer (Agilent) with RNA 6000 Nano Kit (Agilent). Genomic DNA was digested using RQ1 DNase (Promega) at 37°C for 30 min, and the resulting RNA was used for library preparation using NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB). The libraries were sequenced using either Illumina HiSeq2500 or GAIIx*.*

### Data analysis

RNA-seq reads were quality- and adapter-trimmed with Trim Galore (version 0.4.0) (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) after 3′ ends of reads longer than 36 nucleotides were removed using an NGS QC Toolkit (version 2.3.1). The trimmed reads were mapped onto mm10 using TopHat (version 2.1.1) (Trapnell et al., 2009) with default parameters with a guide by a gtf file containing reference mRNA coordinates. Total number of sequencing reads and mapping efficiency are shown in Table S4. Read counts and quantification were done using SeqMonk (version 1.44.0) (http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/) and the values were normalized as log2 reads per kilobase per million mapped reads (RPKM) for downstream analyses. Gene Ontology (GO) analysis was performed using DAVID (version 6.8) using all mouse genes as background (Huang et al., 2009).

### ELISA and colorimetric/fluorometric assay

ELISA was performed as per the manufacturer’s protocol (Quantikine^®^ ELISA; R&D systems). Briefly, lung tissues were homogenized with Cell Lysis Buffer 2 provided by R&D Systems. Proteins of standard, control and samples were incubated with monoclonal antibodies specific for IL-1α, TNFβ, CCL4 and CX2 individually pre-coated onto microplates for 2 h at room temperature. After washing five times, HRP-conjugated antibodies against individual antigens were incubated for 2 h at room temperature. After again washing five times, a substrate solution was added to the wells. After the developing reaction, the stop solution was added and the intensity of color was measured by Sunrise™ (Tecan Life Sciences). A PG/cardiolipin assay kit (MET-5024, CELL BIOLABS) and PC assay kit (ab83377, abcam) were used to measure PG and PC, respectively. To measure PG, lung tissues were homogenized and glycerol in the tissues was extracted by MeOH/chloroform/1 M NaCl and subsequently treated with lipase to hydrolyze PG. The yielded glycerol was then phosphorylated and oxidized to produce hydrogen peroxide, which subsequently reacted with the fluorometric probe. To measure PC after homogenization of lung specimens, the extracts were incubated with the OxiRed Probe supplemented with hydrolysis enzyme. The intensity of color was measured by Wallac 1420 ARVOMX (Perkin Elmer).

### Statistical analyses

Statistical data are presented as means±standard error of mean (s.e.m.). Significance is indicated with asterisk(s): *P<0.05, **P<0.01, ***P<0.005, ****P<0.001.

## Supplementary Material

Supplementary information

# Supplementary material for: Lack of whey acidic protein (WAP) four-disulfide core domain protease inhibitor 2 (WFDC2) causes neonatal death from respiratory failure in mice
**Source:** Dis Model Mech. 2019 Nov 12;12(11):dmm040139. doi: 10.1242/dmm.040139
**Supplement:** Supplementary information

## Fig. S1

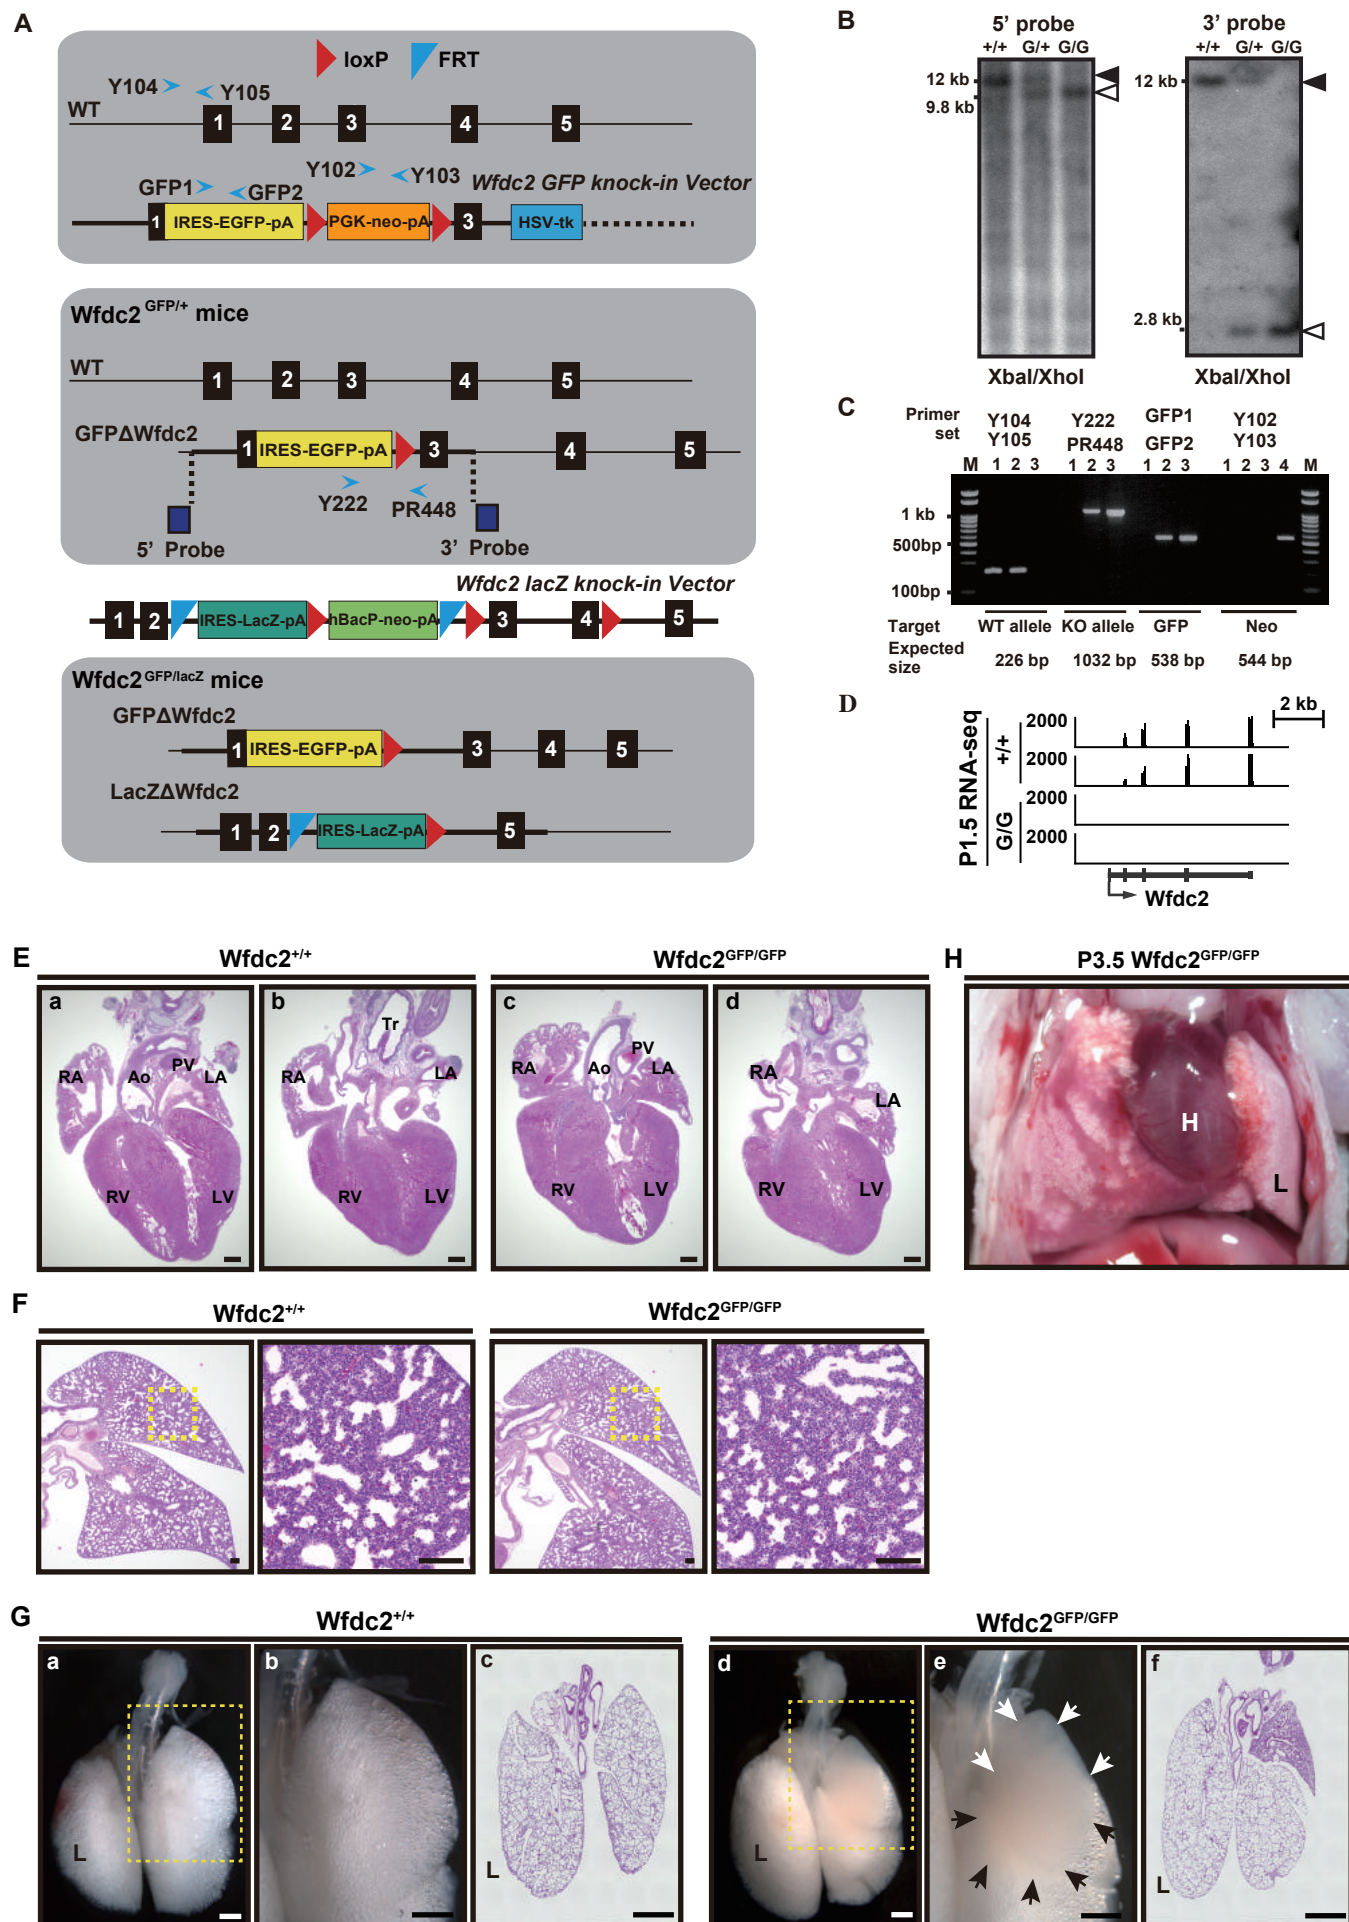

**Fig. S1.****Gene knockout strategy, confirmation of proper recombination and abolishment of *Wfdc2* expression, and anatomical analyses of heart and embryonic lung**

(A) Schematic diagram of our gene knock-out strategy. GFP knock-in allele was generated by inserting the GFP knock-in vector carrying IRES-GFP-pA, PGK-neo-pA and HSV-tk-pA by homologous recombination in mouse TT2 ES cells. After deletion of the drug resistance gene, PGK-neo-pA, by crossing CAG-Cre mice, heterozygous ( $Wfdc2^{GFP/+}$ ) mice were intercrossed to generate homozygous ( $Wfdc2^{GFP/GFP}$ ) mice. To adjust the GFP copy number, we also generated lacZ insertion ( $Wfdc2^{lacZ/+}$ ) mice and crossed them with  $Wfdc2^{GFP/+}$  mice, to generate  $Wfdc2^{GFP/lacZ}$  mice.

(B) Southern blotting analysis of E18.5 fetus. Two flanking probes, a 5'-probe and a 3'-probe, were used to confirm proper recombination. Location of the probes is indicated in Fig. S1A (Middle gray area). Closed arrowheads indicate wildtype alleles. Open arrowheads indicate recombined alleles. +/+;  $Wfdc2^{+/+}$ , G/+;  $Wfdc2^{GFP/+}$ , G/G;  $Wfdc2^{GFP/GFP}$ .

(C) PCR confirmation that the *Wfdc2* gene is knocked out of the genome. The location of primers is shown in Fig. S1A (Upper and middle gray areas). Genomic DNA from wild type (lane 1,  $Wfdc2^{+/+}$ ), heterozygous (lane 2,  $Wfdc2^{GFP/+}$ ) and homozygous (lane 3,  $Wfdc2^{GFP/GFP}$ ) mice after the deletion of PGK-neo-polyA were used for genotyping PCR. Genomic DNA from heterozygous mice before the deletion of PGK-neo-polyA was used for positive control of neomycin gene PCR (lane 4). M; Molecular weight marker. Expected sizes of amplicons is indicated.

(D) *Wfdc2* mRNA expression was abrogated in P1.5  $Wfdc2^{GFP/GFP}$  mice. +/+;  $Wfdc2^{+/+}$ , G/G;  $Wfdc2^{GFP/GFP}$ . Snapshots from two independent RNA-sequencing analyses are shown.

(E) Frontal sections of hearts at P1.5 show no anomalies in  $Wfdc2^{GFP/GFP}$  mice. (a, c);  $Wfdc2^{+/+}$  mice. (b, d);  $Wfdc2^{GFP/GFP}$  mice. RA: right atrium, RV: right ventricle, LA: left atrium, LV: left ventricle, Ao: aorta, PV: pulmonary vein, Tr: trachea. The scale bar represents 2 mm.

(F) HE staining of E18.5 lung specimens. Yellow dotted boxes are enlarged in right panel. Lung structure defined by HE staining is indistinguishable between  $Wfdc2^{+/+}$  and  $Wfdc2^{GFP/GFP}$  fetuses. The scale bar represents 100  $\mu$ m.

(G) Dorsal views of fixed, lung specimens. Boxed areas in (a) and (d) are enlarged in (b) and (e), respectively. Both black and white arrows in (e) indicate atelectasis. (c, f); HE staining of section of (a) and (d), respectively. Note that the upper right lobe in (f) shows atelectasis. L; left lobe. The scale bar represents 1 mm.

(H) Progressive lung atelectatic areas in  $Wfdc2^{GFP/GFP}$  mice at P3.5. L; left lobe. H: heart.

**Fig. S2**

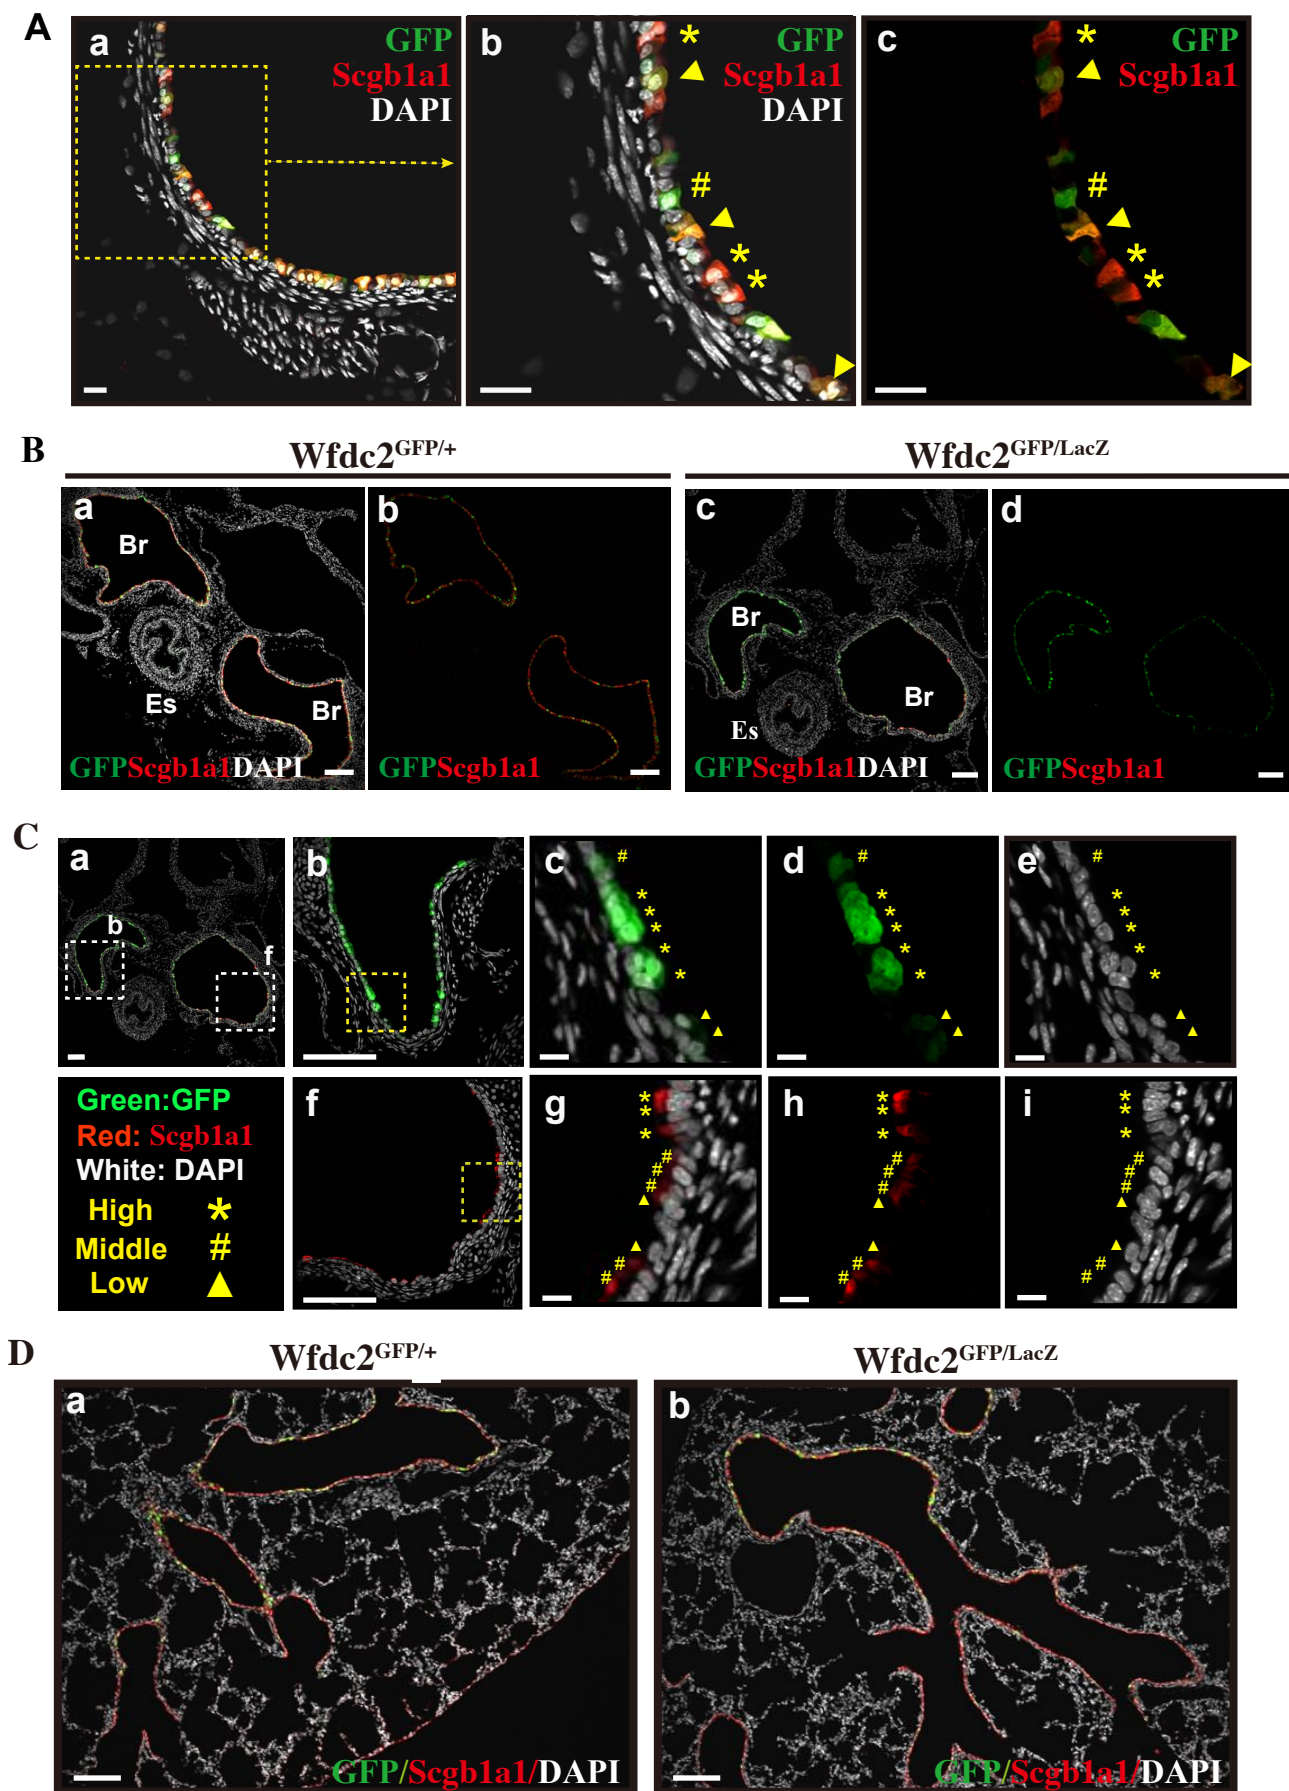

**Fig. S2. Histological characterization of Scgb1a1-positive epithelial cells in neonatal lung**

(A) Representative example of Wfdc2<sup>GFP/+</sup> bronchus. GFP-positive cells show a variety of Scgb1a1 expression levels in the main bronchus. Cells labeled with # mark indicate GFP-only cells. Arrowheads indicate cells double-positive for Scgb1a1 and GFP. Asterisks indicates cells only expressing Scgb1a1. The scale bar represents 20  $\mu$ m.

(B) A representative example showing the bronchus of the Wfdc2<sup>GFP/GFP</sup> mouse which had fewer Scgb1a1<sup>pos</sup> cells than Wfdc2<sup>GFP/+</sup> mice. The scale bar represents 100  $\mu$ m.

(C) High (\*), middle (#) and low (arrowhead) expression for GFP (c, d, e) and Scgb1a1 (g, h, i) are shown as a representative example of GFP/Scgb1a1 signal strength. Left and right dotted areas in (a) are enlarged in (b) and (f). Yellow dotted areas in (b) and (f) are enlarged in (c, d, e) and (g, h, i), respectively. The scale bar represents 100  $\mu$ m in (a, b, f) and 10  $\mu$ m in (c, d, e, g, h, i).

(D) Scgb1a1<sup>pos</sup> cells are not altered at intralobular small airways. GFP in green, Scgb1a1 in red and DAPI in white. The scale bar represents 100  $\mu$ m.

**Fig. S3**

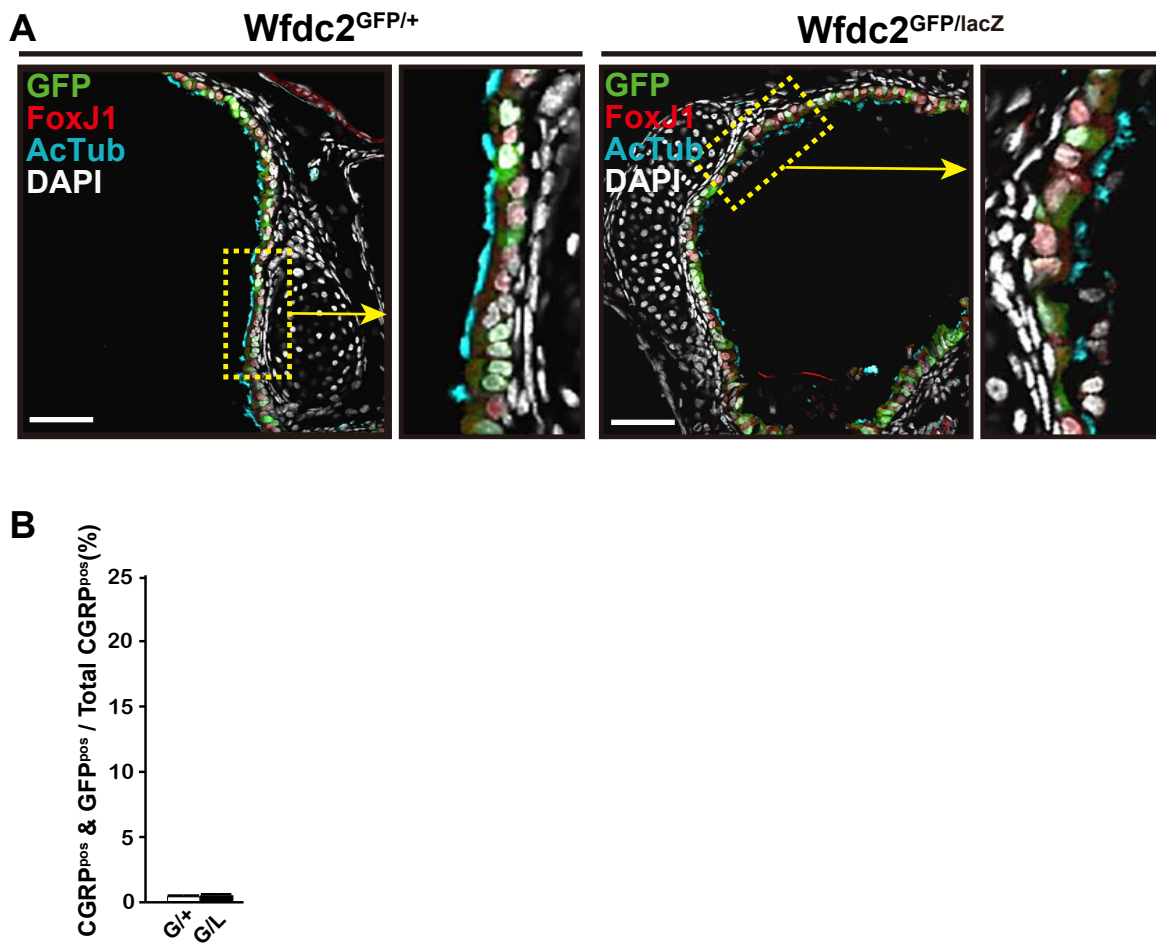

**Fig. S3 Abnormal cilia formation in Wfdc2 deficient mice**

(A) Foxj1-positive cells lacking Wfdc2 show poor cilia formation. Cyan; Ac-tubulin, Green; GFP, Red; Foxj1, White; DAPI. Yellow dotted boxes are enlarged in the right panel, respectively. The scale bar represents 50  $\mu$ m.

(B) Quantification of GFP<sup>pos</sup>/CGRP<sup>pos</sup> (double positive) cells among total CGRP<sup>pos</sup> cells in littermates of Wfdc2<sup>GFP/+</sup> and Wfdc2<sup>GFP/LacZ</sup>.

**Fig. S4**

**A**

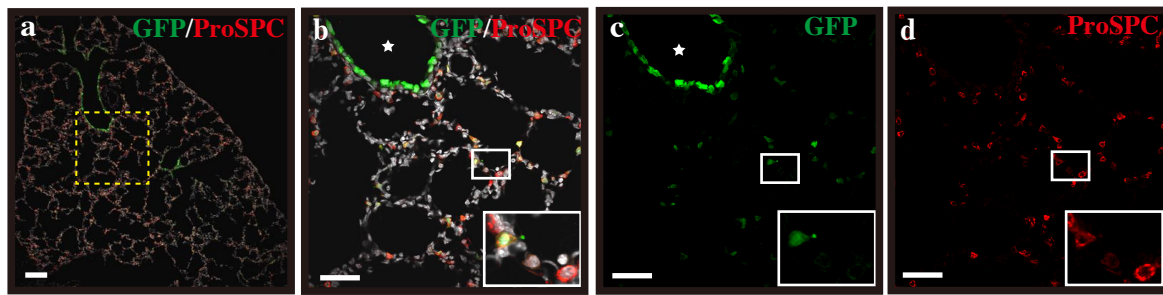

**B**

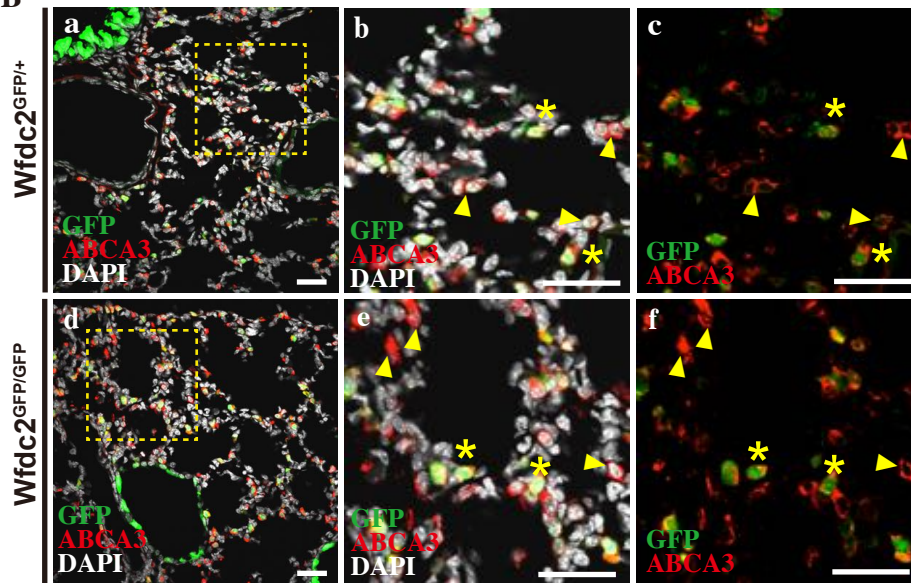

**C**

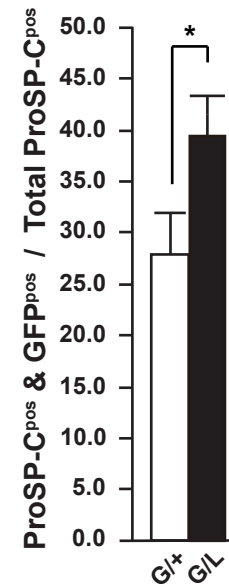

**D**

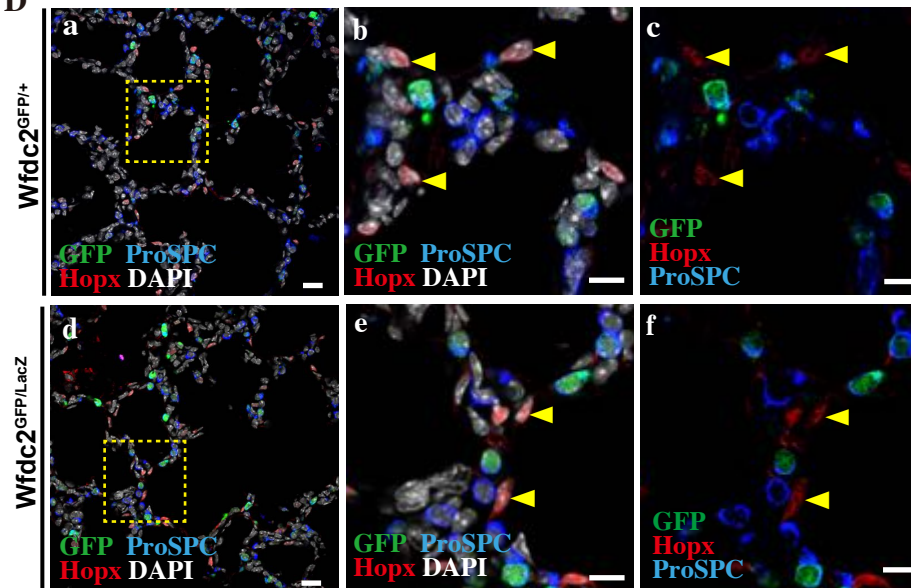

**E**

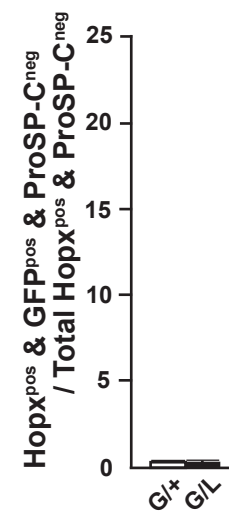

**Fig. S4. AECII-marker expression is not affected in Wfdc2 deficient mice**

- (A)** GFP signal strength at AECIIs is weaker than that at bronchioles (star). Yellow dotted areas in (a) is enlarged in (b), (c) and (d). Enlargement of the white boxed areas are shown in the bottom right-hand corner of each panel (b, c and d). The scale bars represent 100  $\mu\text{m}$  in (a) and 50  $\mu\text{m}$  in (b, c and d).
- (B)** P1.5 lung specimens were stained with GFP (green), ABCA3 (red) and DAPI (white). (a, b, c); Wfdc2<sup>GFP/+</sup> mice. (d, e, f); Wfdc2<sup>GFP/GFP</sup> mice. Yellow dotted areas in (a) and (d) are enlarged in (b, c) and (e, f), respectively. Yellow asterisks indicate GFP<sup>pos</sup>/ABCA3<sup>pos</sup> (double positive) cells. Yellow arrowheads indicate GFP<sup>neg</sup>/ABCA3<sup>pos</sup> cells. The scale bar represents 30  $\mu\text{m}$ .
- (C)** Quantification of GFP<sup>pos</sup>/ProSP-C<sup>pos</sup> cells among total ProSP-C<sup>pos</sup> cells in littermates of Wfdc2<sup>GFP/+</sup> and Wfdc2<sup>GFP/LacZ</sup>. Data are shown as mean  $\pm$  SEM (n=3 mice; \*p<0.05). p values were determined compared to controls.
- (D)** P1.5 lung specimens were stained with GFP (green), Hopx (red), ProSP-C (blue) and DAPI (white). (a, b, c); Wfdc2<sup>GFP/+</sup> mice. (d, e, f); Wfdc2<sup>GFP/LacZ</sup> mice. Yellow arrowheads indicate GFP<sup>neg</sup>/Hopx<sup>pos</sup>/ProSP-C<sup>neg</sup> cells (AECIs). Yellow dotted areas in (a) and (d) are enlarged in (b, c) and (e, f), respectively. The scale bar represents 20  $\mu\text{m}$  in (a, d) and 10  $\mu\text{m}$  in (b, c, e, f).
- (E)** AECIs are fairly negative for Wfdc2 both in Wfdc2<sup>GFP/+</sup> (G/+) and Wfdc2<sup>GFP/LacZ</sup> (G/L) mice. Quantification of GFP<sup>pos</sup>/Hopx<sup>pos</sup>/ProSP-C<sup>neg</sup> cells among total Hopx<sup>pos</sup>/ProSP-C<sup>neg</sup> cells in littermates of Wfdc2<sup>GFP/+</sup> and Wfdc2<sup>GFP/LacZ</sup> are shown. Almost all of the Hopx<sup>pos</sup>/ProSP-C<sup>neg</sup> cells (AECIs) are negative for GFP.

**Fig. S5**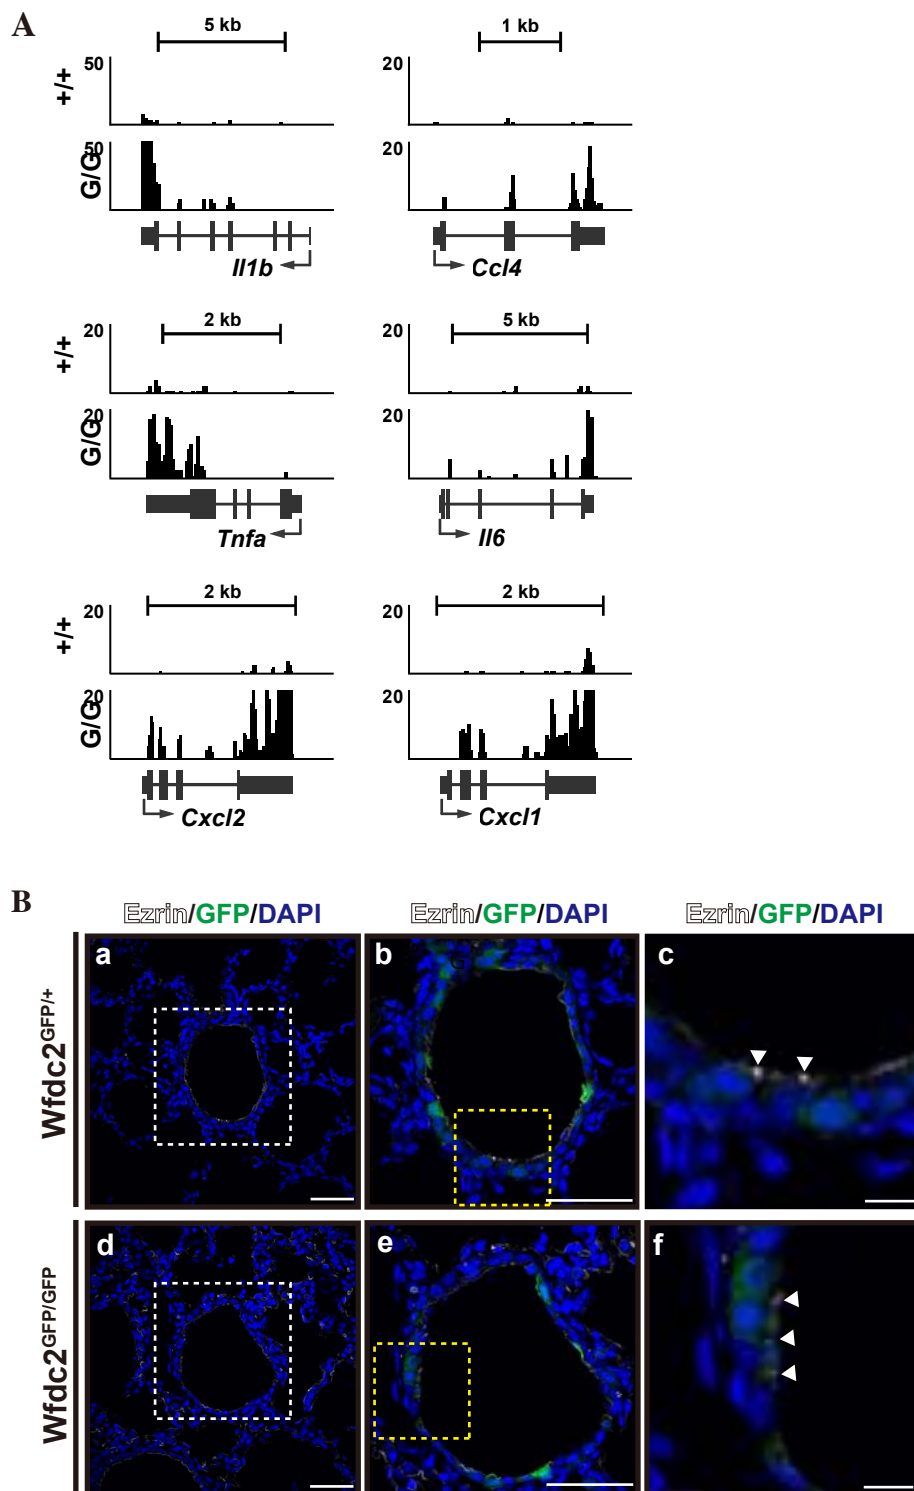**Fig. S5**

**Up-regulation of acute inflammatory response genes in *Wfdc2* deficient mice and IHC analyses of a tight junction protein, ezrin**

**(A)** RNA-seq snapshots of acute inflammatory response genes upregulated in *Wfdc2* deficient mice at P1.5. *+/+*; *Wfdc2*<sup>+/+</sup> mice. 

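Of the acute inflammatory response genes shown as read tracks in Fig. S5A, *Il6* (chromosome 5, 30013161 to 30019968) had 6 and 6 reads in the P1.5 *Wfdc2*+/+ libraries and 19 and 161 in the *Wfdc2* GFP/GFP libraries. It was 7.28-fold higher in *Wfdc2* GFP/GFP (log2 fold change 2.86, standard error 0.87, limma adjusted p = 0.338 over all genes and 0.0321 over the Table 3 genes). *Cxcl1* (chromosome 5, 90891241 to 90893115) had 12 and 7 reads in *Wfdc2*+/+ and 43 and 219 in *Wfdc2* GFP/GFP and was 8.36-fold higher (log2 fold change 3.06, standard error 0.77, limma adjusted p = 0.294 over all genes and 0.0147 over the Table 3 genes). Table 3 was drawn by the paper from these libraries, so the values over that list alone are not independent of it. With the replicate number as a block (r = 0.21 between same-numbered P1.5 libraries), the limma adjusted p over all genes was 0.184 for *Il6* and 0.165 for *Cxcl1*. For both genes the libraries of the 2 genotypes were separated, and *Wfdc2* GFP/GFP replicate 2 had more reads than *Wfdc2* GFP/GFP replicate 1.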

*G/G*; *Wfdc2*<sup>GFP/GFP</sup> mice.

**(B)** The tight junction protein, Ezrin, is localized normally in *Wfdc2*<sup>GFP/GFP</sup> and *Wfdc2*<sup>GFP/+</sup> mice.

White

dotted areas in (a) and (d) are enlarged in (b) and (e), respectively. Yellow dotted areas in (b) and (e) are enlarged in (c) and (f), respectively. Triangle indicates ezrin signal. Ezrin; white, GFP; green, DAPI; blue. The scale bar represents 50 μm (a, b, d, e) and 10 μm (c, f).

**Table S1****Relative protein expression of surfactant proteins, proteases and junction proteins**

| Gene name  |     | Relative protein expression* | No. of KO | No. of Cont |
|------------|-----|------------------------------|-----------|-------------|
| SP-A       |     | 4.07±1.01                    | 8         | 6           |
| SP-D       |     | 2.06±0.42                    | 6         | 6           |
| SP-B       | pro | 1.25±0.17                    | 6         | 6           |
|            | mat | 1.84±0.40                    | 7         | 6           |
| SP-C       | pro | 1.12±0.07                    | 7         | 6           |
|            | mat | 1.21±0.18                    | 5         | 5           |
| PRSS35     |     | 0.72±0.04                    | 5         | 5           |
| MMP9       |     | 1.12±0.13                    | 7         | 7           |
| MMP12      |     | 0.97±0.07                    | 7         | 5           |
| ADAM10     |     | 1.25±0.11                    | 7         | 5           |
| E-cadherin |     | 1.09±0.05                    | 8         | 6           |
| Ezrin      |     | 1.18±0.07                    | 8         | 6           |

\* Normalized protein expression in Wfdc2 deficient lung was compared to that in control (Wfdc2<sup>GFP/GFP</sup>/Wfdc2<sup>+/+</sup>). No. of KO: number of Wfdc2<sup>GFP/GFP</sup> mice. No. of Cont: number of Wfdc2<sup>+/+</sup> mice.

Table S2

## Primer list

| Genotyping        | Name  | primer(5'>3')          |         | Product size(bp) |
|-------------------|-------|------------------------|---------|------------------|
| Wt                | Y104  | CAGAGGCTCAAGTCCCAGAG   | Forward | 226              |
|                   | Y105  | GGGAGCAGAGACTTGTCTCAGG | Reverse |                  |
| KO                | Y222  | AGAAGCGCGATCACATGGTC   | Forward | 1032             |
|                   | PR448 | AAGCCACTGCTCTCAGGTCC   | Reverse |                  |
| GFP               | GFP1  | TACGGCAAGCTGACCCTGAA   | Forward | 538              |
|                   | GFP2  | TGTGATCGCGCTTCTCGTTG   | Reverse |                  |
| neo               | Y102  | AGAGGCTATTCGGCTATGAC   | Forward | 544              |
|                   | Y103  | CACCATGATATTCGGCAAGC   | Reverse |                  |
| qPCR for Wfdc2    |       |                        |         |                  |
| Wfdc2             | Y663  | AGGACCAGTGTCAGGTGGACAG | Forward | 155              |
|                   | Y664  | AGATGCACAGTCCGGCAGAA   | Reverse |                  |
| GAPDH             | Y538  | CAATGTGTCCGTCGTGGATCT  | Forward | 81               |
|                   | Y539  | GCCTGCTTCACCACCTTCTT   | Reverse |                  |
| Generating probes |       |                        |         |                  |
| 5'probe           | Y326  | AGGGGAAAGTGAGTTGAGCA   | Forward | 702              |
|                   | Y327  | TTTCACACCGTTGCTTTCTG   | Reverse |                  |
| 3'probe           | Y325  | CAGCTCTGCTGTTGGTGAAC   | Forward | 747              |
|                   | Y324  | CAGGCCCATATACCTTTGA    | Reverse |                  |

**Table S3****Reagents and Resources**

| Reagent or Resource       |                       | SOURCE                                   | IDENTIFIER   |
|---------------------------|-----------------------|------------------------------------------|--------------|
| Antibodies                | Dilution              |                                          |              |
| GFP                       | 1:1000                | abcam                                    | ab13970      |
| Sox2                      | 1:200                 | R&D Systems                              | AF2018       |
| Sox9                      | 1:200                 | R&D Systems                              | AF3075       |
| Keratin5                  | 1:400                 | BioLegend                                | 905501       |
| CGRP                      | 1:400                 | abcam                                    | ab36001      |
| CC10                      | 1:100                 | Santa Cruz Biotechnology                 | SC-9772      |
| FoxJ1                     | 1:200                 | SIGMA ALDRICH                            | HPA005714    |
| proSP-C                   | IHC 1:1250, WB 1:500  | Merck Millipore                          | AB3786       |
| Podoplanin                | 1:1500                | Angio Bio                                | 11-033       |
| Acetylated tubulin        | 1:12000               | SIGMA ALDRICH                            | T7451        |
| NCS-1                     | 1:100                 | abcam                                    | ab116230     |
| Hop(E1)                   | 1:50                  | Santa Cruz Biotechnology                 | sc-398703    |
| E-Cadherin                | IHC 1:3000, WB 1:1000 | R&D Systems                              | AF748        |
| Laminin                   | 1:200                 | Bethesda Research Lab (Gaithersburg, MD) |              |
| ABCA3                     | 1:200                 | abcam                                    | ab24751      |
| IL1 $\beta$               | 1:3600                | abcam                                    | ab9772       |
| CXCL2/MIP-2               | 1:100                 | R&D Systems                              | AF452        |
| SP-A                      | 1:500                 | abcam                                    | ab115791     |
| proSP-B                   | 1:5000                | SEVEN HILLS                              | WRAB-55522   |
| matureSP-B                | 1:5000                | SEVEN HILLS                              | WRAB-48604   |
| matureSP-C                | 1:5000                | SEVEN HILLS                              | WRAB-76694   |
| SP-D                      | 1:1000                | abcam                                    | ab15696      |
| MMP9                      | 1:3200                | R&D Systems                              | AF909        |
| MMP12                     | 1:5000                | abcam                                    | ab52897      |
| PRSS35                    | 1:1000                | Thermo Fisher Scientific                 | PA5-32083    |
| ADAM10                    | 1:500                 | Merck Millipore                          | AB19026      |
| Ezrin                     | 1:500                 | abcam                                    | ab41672      |
| beta-Actin                | 1:5000                | abcam                                    | ab6276       |
| alpha-Tubulin (DM1A)      | 1:2000                | SIGMA ALDRICH                            | T9026        |
| beta-Catenin              | 1:2000                | BD transduction laboratories             | 610153       |
| Alexa488 anti-chicken IgY | 1:200                 | Jackson ImmunoResearch                   | 703-545-155  |
| Alexa488 anti-rabbit IgG  | 1:200                 | Thermo Fisher Scientific                 | A21206       |
| Alexa546 anti-goat IgG    | 1:200                 | Thermo Fisher Scientific                 | A11056       |
| Alexa546 anti-mouse IgG   | 1:200                 | Thermo Fisher Scientific                 | A10036       |
| Alexa546 anti-rabbit IgG  | 1:200                 | Thermo Fisher Scientific                 | A10040       |
| Alexa647 anti-humster IgG | 1:200                 | Thermo Fisher Scientific                 | A21451       |
| Alexa647 anti-rabbit IgG  | 1:200                 | Thermo Fisher Scientific                 | A31573       |
| Biotin anti-rabbit IgG    | 1:200                 | Jackson ImmunoResearch                   | 7111-066-152 |
| anti-goat IgG H&L-HRP     | 1:5000                | abcam                                    | ab97110      |
| anti-mouse IgG H&L-HRP    | 1:5000                | abcam                                    | ab6728       |
| anti-rabbit IgG H&L-HRP   | 1:5000                | abcam                                    | ab97051      |
| Chemicals, Reagents, and  |                       |                                          |              |
| Skim milk                 |                       | Morinaga Milk                            |              |
| 5-20% ePAGE               |                       | ATO                                      | E-R520L      |
| 10-20% ePAGE              |                       | ATO                                      | E-R1020L     |
| 40%acrylamide-bis(29:1)   |                       | nacalai                                  | 06119-45     |

|                                       |                          |                |
|---------------------------------------|--------------------------|----------------|
| Chemi-Lumi One L                      | nacalai tesque           | 07880-54       |
| Chemi-Lumi One Super                  | nacalai tesque           | 02230-30       |
| MaxBlot                               | MBL                      | 8455-100       |
| Isogen LS                             | Nippon Gene              | 311-02621      |
| Phase Lock Gel Heavy                  | 5PRIME                   | 2302810        |
| RQ RNase Free DNase                   | Promega                  | M6101          |
| RNAasin                               | Promega                  | N261A          |
| Super Script III                      | Thermo Fisher Scientific | 18080-044      |
| FastStartUniversal SYBR               | Roche                    | 04-673-484-001 |
| Hybound-N+                            | GE Healthcare            | RPN303B        |
| Ready-To-Go DNA Labeling Beads(-dCTP) | GE Healthcare            | 27-9240-01     |
| ProbeQuant G-50 Micro Columns         | GE Healthcare            | 28-9043-08     |
| PerfectHyb Hybridization Solution     | TOYOBO                   | HYB-101        |
| dCTP[alpha- <sup>32</sup> P]          | Perkin Elmer             | NEG513H        |
| Bouin's solution                      | SIGMA ALDRICH            | HT10132        |
| Mayer's Hematoxylin solution          | Wako                     | 131-09665      |
| 0.5% Eosin Y Ethanol solution         | Wako                     | 051-06495      |
| O.C.T. compound                       | Tissue-Tek               | 4583           |

---

#### Critical Commercial Assay

---

|                                            |                    |          |
|--------------------------------------------|--------------------|----------|
| Mouse IL-1beta/UK-1F2 Quantikine ELISA Kit | R&D Systems        | BLB00C   |
| Mouse CXCL2/MIP-2 Quantikine ELISA Kit     | R&D Systems        | MM200    |
| Mouse CCL4/MIP-1beta Quantikine ELISA Kit  | R&D Systems        | MMB00    |
| Mouse TNF-alpha Quantikine ELISA Kit       | R&D Systems        | MTA00B   |
| Phosphatidylglycerol Assay Kit             | CELL BIOLABS, INC. | MET-5024 |
| Phosphatidylcholine Assay Kit              | abcam              | ab83377  |

**Table S4**  
**Summary statistics of RNA-seq**

| Stage | Genotype      | Raw        | Reads          | Mapped     | Mapping |
|-------|---------------|------------|----------------|------------|---------|
|       |               | reads      | after trimming | reads      | rate    |
| E18.5 | Wfdc2_+/+     | 37,807,478 | 37,530,239     | 35,964,194 | 95.80%  |
| E18.5 | Wfdc2_+/+     | 32,995,984 | 32,759,910     | 31,641,756 | 96.60%  |
| E18.5 | Wfdc2_GFP/GFP | 36,639,184 | 36,435,126     | 36,158,783 | 99.20%  |
| E18.5 | Wfdc2_GFP/GFP | 29,489,448 | 29,407,227     | 28,991,266 | 98.60%  |
| P1.5  | Wfdc2_+/+     | 23,955,615 | 23,934,272     | 22,864,716 | 95.50%  |
| P1.5  | Wfdc2_+/+     | 20,301,493 | 20,291,911     | 19,682,702 | 97.00%  |
| P1.5  | Wfdc2_GFP/GFP | 24,249,811 | 24,177,661     | 23,556,081 | 97.40%  |
| P1.5  | Wfdc2_GFP/GFP | 30,682,797 | 30,608,985     | 30,072,232 | 98.20%  |

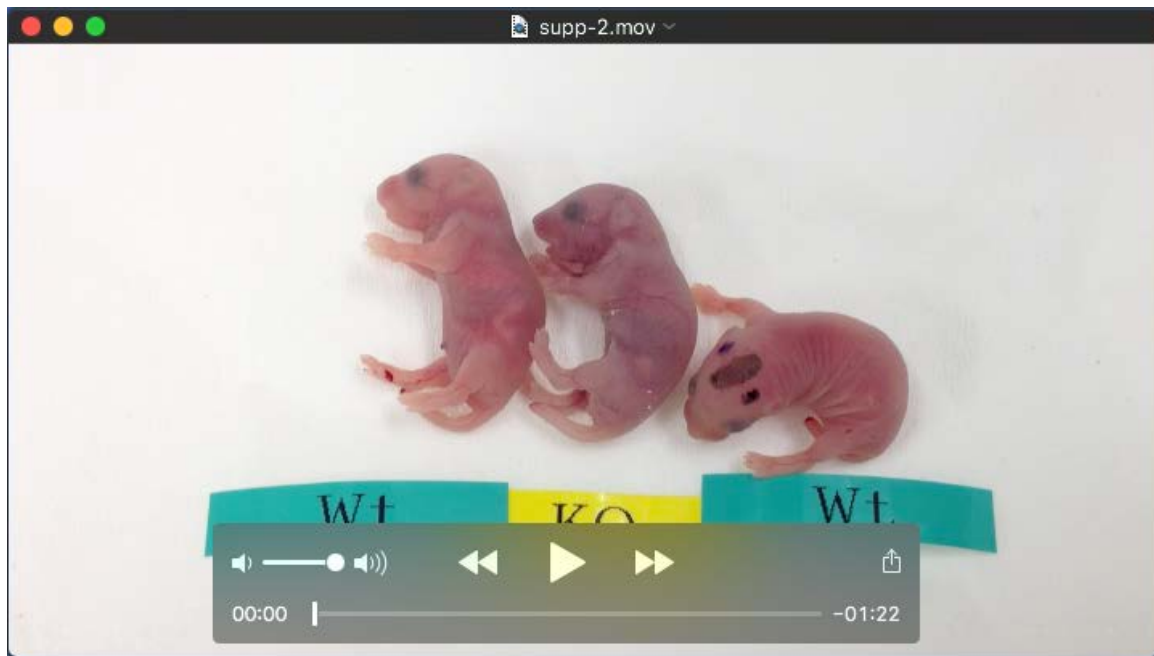

**Movie 1.** *Wfdc2*<sup>GFP/GFP</sup> neonatal mice became cyanotic immediately after delivery.

How the deposited data were processed for this re-analysis (not part of the article)

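Lung RNA of *Wfdc2*+/+ and *Wfdc2* GFP/GFP mice was sequenced at E18.5 and P1.5, with 2 libraries in each of 4 groups, 8 in all. The authors trimmed the reads, mapped them to mm10 with TopHat and an mRNA annotation, and counted and normalized them in SeqMonk. The deposited values are log2 RPKM, the log2 of the reads divided by gene length and by the total of the library, 1 column per library, for 25965 genes. Tested on the values, the kilobases are the gene's whole span with introns, and a gene without reads carries the value of 0.9 read.

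Reads per gene were recovered as whole multiples of the step of each library, and the total reads behind each library follow from the same step. Totals ran from 19457647 to 37209333, so 3 reads, taken as the limit of detection, stand for 0.0806 to 0.154 RPM. The most abundant gene took between 0.698% and 6.23% of the reads of a library. Chromosome positions come from the deposited values. Of the gene symbols, 22643 were found in GENCODE release M21, of which 22545 overlapped the gene of that name and 13248 had the same ends. The annotation served for biotypes and the exons of *Wfdc2*.

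Samples were grouped by genotype and stage from their labels. The replicate number was read from the sample titles and is not stated to mark littermates, so the fits used no block, and fits with the replicate number within stage as a block are given beside them because same-numbered libraries deviated together. Genes with a mean of at least 0.05 RPKM over the 8 libraries (15627) were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group, 4 residual degrees of freedom and a trend in the prior spread. Contrasts were genotype at P1.5, genotype at E18.5 and their difference. P-values are two-sided and were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Gene sets were tested with limma's fry, adjusted over the 5 tests of Table 3 and chemokine families given at the paper's claims without Table 3 at P1.5, where the list was chosen (this adjustment was added after the results were seen), and with camera at an inter-gene correlation of 0.01 as an alternative. Blocked fits used statmod 1.5.0. Distances used the 500 genes with the largest difference in each pair. Reads, summaries and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

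Genes named in the text are those the paper names for RNA-seq, those of proteins it measures in lung by another assay, and, in each contrast, up to 10 genes with the largest increase and 10 with the largest decrease among those under the adjusted threshold with no overlap between genotypes. Genes outside this rule, such as *Ccl2*, the sex-linked genes and members of the *Wfdc* cluster, were chosen after their values were seen. Alternatives were a pseudocount of 0.1 or 1 RPKM, no filter or a mean of at least 0.5 RPKM, median centring, quantile normalization, the 4 libraries of a stage alone, the replicate block, a prior without a trend or a robust prior, an adjusted p-value under 0.1, a change over 2-fold, the ratio of arithmetic means, and each library left out in turn. These alternatives and the comparisons at the paper's claims were set before the data were examined, apart from the adjustment of the set tests. Which tests of explanations were chosen later is stated in the closing section. Limma's voom on the recovered reads, alone and with the block, was added after seeing the data.

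The fits were tested on simulated data in which 200 of 15627 genes changed by 5 on the log2 scale. All 200 were found by the fit used here, together with 25 and 12 false calls at dispersions of 0.01 and 0.1, by the blocked fit, together with 32 and 34, and by voom, together with 1 and 4. At E18.5, where no gene was changed in the simulation, the fit used here made 5 and 0 calls, the blocked fit 7 and 2, and voom 0 and 0. The changed genes were all well expressed, and no effect of replicate or sex was simulated. Recovery of the 200 therefore does not show the power for genes with few reads or for smaller changes. The median log2 fold change of the Table 3 genes tested at P1.5 was 2.86. Splits of the samples were not counted, since 2 libraries against 2 are too few. The GO analysis was not repeated, and results of qPCR, ELISA, western blotting and histology were not analysed here.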

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

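In the weighing below, the tests of germ cells, of genotype, of mapping rate and of single genes in the second spermatid list were chosen only after the result was seen. Where the outcome matched neither of the alternatives written down, for the share of the second list and for genotype, the reading of the result was also settled after its value was seen.

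At E18.5, *H1fnt* (log2 fold change −5.08) and *Prm2* (−4.68) were lower in *Wfdc2* GFP/GFP lungs, genes outside those the paper discusses. Both are transcripts of spermatids, and 10 such genes, chosen after their values were seen, had 179 and 149 reads in E18.5 *Wfdc2*+/+ replicates 1 and 2, against 6 and 6 in E18.5 *Wfdc2* GFP/GFP, 5 and 4 in P1.5 *Wfdc2*+/+, and 0 and 3 in P1.5 *Wfdc2* GFP/GFP. A candidate explanation is reads from adult testis in the E18.5 *Wfdc2*+/+ libraries. A second list of 20 spermatid genes, chosen without regard to their values, had 43.8% of its reads in these 2 libraries, which hold 29.1% of all reads. That is above their share of the depth but is not most of the reads, so this test leaves the explanation open. Gene by gene, 9 of the 20 had more reads for their depth in both E18.5 *Wfdc2*+/+ libraries than in every other library, against 0.714 by chance, which fits that explanation. Germ cells of male fetuses were tested by the library with *Xist*, which held 179 of these reads against 149 in the one without, so the reads do not follow sex. Genotype was tested by the P1.5 *Wfdc2*+/+ libraries, which held 9 reads (0.230 and 0.206 RPM). That is the level of the E18.5 *Wfdc2* GFP/GFP libraries (0.161 and 0.205 RPM), far under the 5.20 and 4.78 RPM of E18.5 *Wfdc2*+/+, and goes against an effect of genotype at both stages, while an effect limited to E18.5 stays open. A library batch that follows genotype at E18.5 cannot be set aside either, since the lowest mapping rate of the *Wfdc2* GFP/GFP libraries in the paper's Table S4 was 2 percentage points above the highest of the *Wfdc2*+/+ libraries. The rates separated the genotypes at P1.5 too (95.5% and 97% in *Wfdc2*+/+, 97.4% and 98.2% in *Wfdc2* GFP/GFP), so they follow genotype at both stages, while the spermatid reads were high at E18.5 alone. An effect of genotype limited to E18.5, the biological explanation the design leaves, cannot be told apart from testis reads or a batch.

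At P1.5, *Rpsa-ps10* (log2 fold change −6.13) was lower in *Wfdc2* GFP/GFP lungs, a gene outside those the paper discusses. It is a processed pseudogene, and read assignment to processed pseudogenes was weighed across genes. Processed pseudogenes made up 1.81% of the genes over 4-fold lower and 1.73% of all genes tested (Fisher's exact test, p = 0.830), so no excess was seen among the lower genes. These shares count genes without a known biotype as other genes, and the biotype was known for 86.7% of the lower genes and 88.5% of all genes tested. That test speaks to the group and leaves the reads of this 1 gene, 75 and 33 in *Wfdc2*+/+, open. No biological explanation was tested.

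The genes of Table 3 as a set changed more at P1.5 than at E18.5, with a median difference between the log2 fold changes of 3.42, positive in 21 of 21 genes. In the fit without a block, the fry test of this difference passed 0.05 before adjustment but not after it (limma fry adjusted p = 0.149). With the replicate block it passed neither before nor after adjustment (limma fry adjusted p = 0.117). After quantile normalization it passed before and after adjustment (limma fry adjusted p = 0.0358). Camera, which ranks the set against all other genes at an assumed correlation between genes of 0.01, passed (adjusted p = 7.90e-17). The list was chosen by the paper at P1.5 in these libraries, which raises the difference in advance. *Wfdc2* GFP/GFP replicate 2 was above replicate 1 in 23 of the 24 genes at P1.5, and sex may contribute to that, since replicate 2 is the library with Y-linked transcripts in every group. In the P1.5 *Wfdc2*+/+ libraries 15 of the 24 genes were higher in the replicate with Y-linked transcripts, too few to tell sex from a difference between animals. At E18.5 it was 6 of the 24 in *Wfdc2*+/+ and 17 in *Wfdc2* GFP/GFP, so the genotypes went opposite ways there. The test of sex was chosen after the result was seen.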

How the results depend on the processing

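No explanation was tested in this part, and the only choices made after the data were seen were the 2 that used voom. Apart from named genes and marker lists, 369 comparisons with an alternative were made. In 318 the result stayed on its side of the threshold or within its spread, 8 became weaker, 5 stronger, 37 moved and 1 reversed. For named genes and marker lists, 783 of 840 stayed, 20 became weaker, 18 stronger and 19 reversed. Part of these tallies was fixed in advance, so they do not measure how robust the results are. Settings that alter only the spread, such as the block, cannot change a count of genes over 4-fold. Between fits, a named gene over the adjusted threshold counted as stayed wherever it remained over it with its sign kept. The cause was not tested for any change given below.

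The count of genes under the adjusted threshold at P1.5, 2 in the fit reported, was 11 with a pseudocount of 0.1 RPKM, 5 with a pseudocount of 1, 21 without the filter, 9 with the replicate block, 5 without a trend and 7 at an adjusted p-value under 0.1. It was 0 after median centring, after quantile normalization, in the 4 P1.5 libraries alone and with voom (2069, 1892, 1047 and 1668 genes at an unadjusted p under 0.05), and 1 with voom and the block. The count at E18.5, 3, was 6 with a pseudocount of 0.1, 22 without the filter, 8 without a trend and 5 at an adjusted p-value under 0.1. It was 1 at a mean of at least 0.5 RPKM, in the 4 E18.5 libraries alone and with the block. It was 0 after median centring, after quantile normalization, with voom, and with voom and the block (676, 833, 712 and 1050 genes at an unadjusted p under 0.05).

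The count of genes over 4-fold at P1.5, 486 with 31.9% of them higher, was 93 and 15 with pseudocounts of 0.1 and 1, 1018 without the filter and 117 at a mean of at least 0.5 RPKM, and from 638 to 1109 across the 4 fits that each left out 1 library. Its split turned with the scaling, from 155 higher and 331 lower to 193 and 245 after median centring and 230 and 193 after quantile normalization. The share that was higher also turned with the library left out. It was 18.6% without P1.5 *Wfdc2*+/+ replicate 1 and 57.3% without P1.5 *Wfdc2*+/+ replicate 2. At E18.5 the count, 214, was 31 and 9 with the pseudocounts, 554 without the filter, 49 at a mean of at least 0.5 RPKM, and from 261 to 611 with each library left out. Its split went from 144 higher and 70 lower to 90 and 96 after median centring.

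*Wfdc2* was lower under every alternative run. Its log2 fold change at P1.5 was −12.58 after median centring, −12.31 after quantile normalization, −12.79 in the 4 P1.5 libraries alone and −13.24 with voom, each above the adjusted threshold, and the adjusted p ran from 0.000266 to 0.137 over its alternatives. With a library left out it ran from −14.82 to −10.75. At E18.5 it was −13.33 after median centring, −13.43 after quantile normalization, −13.28 with voom and −13.21 with voom and the block, also above the threshold, and the adjusted p ran from 0.000217 to 0.184. With a library left out it ran from −13.37 to −12.87.

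Of the Table 3 genes, 12 passed over the list alone at P1.5, of 21 tested, and 7 did so of 24 without the filter and 7 of 8 at a mean of at least 0.5 RPKM. Their median log2 fold change at P1.5 was 0.66 with a pseudocount of 1 and ran from 1.84 to 3.97 with a library left out. At E18.5 it ran from −0.81 to 0.24 with a library left out. The set tests below are given before adjustment and rest on limma's model of the spread, since an exact permutation test of 2 libraries against 2 cannot go below 0.33. For the Table 3 genes at E18.5 the p was 0.786 with fry and 0.0165 with camera, toward lower values. For the chemokine families at P1.5 the p was 0.0729 with fry, 4.79e-12 with camera, 0.0404 with the block and 0.0215 after quantile normalization, and at E18.5 it was 0.543 with fry and 7.26e-05 with camera, toward lower values. Of the marker lists, 0 passed with fry (2 at an unadjusted p under 0.05) and 18 with camera.

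Single results changed sign at E18.5 for *Ccl3* (−0.15 after median centring, −0.12 after quantile normalization), *Cxcl13* (−0.18 and −0.22 in the same order), *Slpi* (−0.0070 after median centring) and *H2-Ob* (0.056 and 0.033 with pseudocounts of 0.1 and 1, 0.072 with voom and the block). They did so at P1.5 for *H1fnt* (0.31) and *Prm2* (0.15) after quantile normalization, where both genotypes were at the limit of detection. *Sftpb* (−0.38), *Sftpc* (−0.03) and *Lta* (−0.74) also changed sign at P1.5, each with 1 library left out. The direction of a set turned, with none under the adjusted threshold, for T and B cell markers at E18.5 (adjusted p 0.705 with camera, 0.959 with the block, 0.918 after quantile normalization), and with camera for basal cell markers (0.928), liver markers (0.705) and sex markers (0.850) at E18.5 and the hypoxia response at P1.5 (0.902). It also turned for phosphatidylcholine synthesis at P1.5, with camera (0.705) and after quantile normalization (0.544). The correlation of the P1.5 genotype effect with the change from E18.5 to P1.5 in *Wfdc2*+/+ lungs went from −0.07 to 0.38 when the 2 P1.5 *Wfdc2*+/+ libraries were exchanged.

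Low depth limits the cytokine results. In Table 3, 11 of the 24 genes had fewer than 10 reads in each P1.5 *Wfdc2*+/+ library, and 3 had a group at the limit of detection, where only a bound on the fold can be given.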

Differences from the paper's values

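No tests were run for these differences. For IL-1α (*Il1a*) at P1.5 the fold was 9.31 against the paper's 5.4. Of the alternatives set before the data were examined, the ratio of arithmetic means (5.77) and the values without *Wfdc2* GFP/GFP replicate 2 (4.79) closed the gap to within 1.5 times, and the others run did not, among them pseudocounts of 0.1 (1.98) and 1 (1.13), median centring (10.7) and quantile normalization (11.6). For TNFβ (*Lta*) at P1.5 the fold was 1.53 against the paper's 4.9. Of the alternatives set before the data were examined, the value without *Wfdc2* GFP/GFP replicate 1 (3.92) came within 1.5 times of the paper's. The ratio of arithmetic means (2.20) did not, though its difference from the paper's value is less than the spread between libraries (3.01), and the others neither came within 1.5 times nor within their spread. For IL-1α the spread was not used, since a library without reads inflates it. *Il1b* and *Tnf*, which Table 3 lists, had folds of 5.44 and 4.90, close to the paper's 5.4 and 4.9 for IL-1α and TNFβ. Among the ELISA kits, the paper's Table S3 lists IL-1beta and TNF-alpha. The same calculation gave 11.5 for *Ccl4* and 16.0 for *Cxcl2*, the values the paper prints. By that calculation the paper's 5.4 and 4.9 match *Il1b* and *Tnf*, and not *Il1a* and *Lta*. The paper's text names IL-1α and TNFβ, and the data cannot show why. With a library left out, the log2 fold change ran from 1.49 to 3.40 for *Il1b* and from 0.74 to 3.85 for *Tnf*.

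The paper states that SP-A and SP-D mRNA were significantly upregulated. Over all genes tested, the limma adjusted p was 0.331 for *Sftpa1* and 0.388 for *Sftpd*, and over the 4 surfactant protein genes alone it was 0.0397 and 0.0501, or 0.0155 for both with the replicate block. These fits share a spread over both stages. The SD of *Sftpd* was 1.76 in E18.5 *Wfdc2* GFP/GFP lungs, against 0.27 in *Wfdc2*+/+ and 0.01 in *Wfdc2* GFP/GFP lungs at P1.5. The paper states that *Wfdc2* alone is significantly downregulated at E18.5. In the fit reported here 3 genes were. The other 2, *H1fnt* and *Prm2*, are the spermatid transcripts weighed above, for which reads from testis remain a candidate explanation. *Wfdc2* was the only gene with the replicate block, in the 4 E18.5 libraries alone and at a mean of at least 0.5 RPKM, a filter that leaves out the other 2. Without the filter 2 genes were higher and 20 lower, and the lower ones included *Tnp2* and *Smcp* of the first spermatid list. There were 0 after median centring, after quantile normalization and with voom (676, 833 and 712 at an unadjusted p under 0.05). Voom was chosen after the data were seen. The paper states that *Wfdc2* mRNA was not detected in the mutant lung. P1.5 *Wfdc2* GFP/GFP replicate 1 had 12 reads of *Wfdc2*. The text of the paper gives a smaller number of immune response genes than the 24 that Table 3 lists.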

Other observations

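Of the tests in this part, those of developmental age and of the region around the knock-in were chosen only after the result was seen.

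E18.5 *Wfdc2* GFP/GFP replicate 1 stood apart from replicate 2 (distance 3.34, against 2.17 between the E18.5 *Wfdc2*+/+ libraries). Across genes, replicate 1 minus replicate 2 ran against the change from E18.5 to P1.5 in *Wfdc2*+/+ lungs (r = −0.39) and followed the length of the gene (rho = 0.47). An earlier developmental age of replicate 1 may explain the distance, but it cannot be told apart from gene length bias.

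Same-numbered libraries deviated together (r = 0.23 at E18.5 and 0.21 at P1.5). Sex of the animals was tested by leaving out genes on chromosomes X and Y, after which the smaller of the 2 correlations was 0.17, so these genes alone do not account for it. What else the replicate number stands for, such as a litter or a day of preparation, was not tested.

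At P1.5 more genes were over 4-fold lower than higher, although the split turned with the scaling (193 higher and 245 lower after median centring, 230 and 193 after quantile normalization). It also depended on single libraries. Without *Wfdc2*+/+ replicate 2, 57.3% of such genes were higher, and without *Wfdc2*+/+ replicate 1, 18.6% were. Between the log2 fold change and the length of the gene, rho was −0.12, short of the limit of 0.3 used here for gene length bias. No correction for length was run, so a weak contribution of length stays open. Of the lower genes, 32.0% had under 10 reads on average, against 19.4% of the higher genes and 10.1% of all genes tested. That is not most of them, which was the outcome written down for few reads as the cause, but the excess was gone with a pseudocount of 0.1 RPKM (49 higher and 44 lower) and small at a mean of at least 0.5 RPKM (54 and 63). Few reads and the scaling of the libraries therefore both remain candidate explanations, and no biological explanation was tested.

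At P1.5, 3 genes of the *Wfdc* cluster near *Wfdc2*, named after their values were seen, had few reads in *Wfdc2*+/+ and fewer in *Wfdc2* GFP/GFP, with both *Wfdc2* GFP/GFP libraries below both *Wfdc2*+/+ libraries. They were *Wfdc8* (25 and 6 reads against 0 and 0, at least 5.17-fold lower), *Wfdc15b* (11 and 13 against 1 and 0, at least 5.05-fold lower) and *Wfdc12* (5 and 11 against 0 and 2, at least 3.13-fold lower, limma adjusted p = 0.262). *Wfdc8* and *Wfdc15b* were under the filter and not tested, so they are outside the regional test below. At E18.5 *Wfdc8* had 8 and 13 reads in *Wfdc2*+/+ against 3 and 0 in *Wfdc2* GFP/GFP, at least 3.42-fold lower. For *Wfdc12* and *Wfdc15b* the genotypes were not separated at E18.5. An effect of the knock-in on its surroundings was tested on the 34 tested genes within 0.5 Mb of *Wfdc2*, which would be lower under such an effect. Their median log2 fold change at P1.5 was 0.22, above 99.76% of 10000 random lists matched on expression, and at E18.5 it was 0.29, above 99.41%. The region as a whole was thus higher, not lower, than the lists, which leaves the 3 genes above unexplained, and a cause was not tested.

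The acute-phase response list, of 11 genes tested, had a median log2 fold change of 2.27 at P1.5, with 11 of 11 higher (limma fry adjusted p = 0.557 over the marker lists and stages). The difference between the stages had a median of 3.10 (limma fry adjusted p = 0.440), so neither passed the correction with fry. With camera, which ranks the list against all other genes at an assumed correlation between genes of 0.01, the P1.5 change passed (adjusted p = 1.24e-11).

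The genes of 16 proteins that the paper measures in lung by another assay had these log2 fold changes at P1.5 and E18.5, in that order: *Scgb1a1* −0.30 and −2.26, *Krt5* −0.44 and 0.79, *Foxj1* −0.25 and −0.51, *Ncs1* −0.45 and −0.011, *Calca* 0.32 and 0.37, *Abca3* −0.48 and 0.023, *Hopx* −0.25 and −0.28, *Pdpn* 0.55 and −0.58, *Prss35* 0.26 and −0.18, *Mmp9* 0.54 and −1.80, *Mmp12* 3.94 and −1.34, *Adam10* 0.048 and −0.24, *Cdh1* 0.44 and −0.070, *Ezr* 0.33 and −0.30, *Sox2* −1.43 and −0.59, and *Sox9* −0.33 and 0.91. *Mmp12*, with 1 and 17 reads in P1.5 *Wfdc2*+/+ and 54 and 119 in P1.5 *Wfdc2* GFP/GFP, was under the filter and not tested. Among the 15 tested, the smallest limma adjusted p was 0.358 at P1.5 (*Sox2*, with the replicate block 0.178) and 0.582 at E18.5 (*Mmp9*, with the replicate block 0.386).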
